# Transcriptional Responses of In Vitro Blood–Brain Barrier Models to Shear Stress

**DOI:** 10.3390/biom15020193

**Published:** 2025-01-29

**Authors:** Koji L. Foreman, Benjamin D. Gastfriend, Moriah E. Katt, Sean P. Palecek, Eric V. Shusta

**Keywords:** human pluripotent stem cell, blood–brain barrier, shear stress, fluid flow, brain endothelium, transcriptomics

## Abstract

Endothelial cells throughout the body sense blood flow, eliciting transcriptional and phenotypic responses. The brain endothelium, known as the blood–brain barrier (BBB), possesses unique barrier and transport properties, which are in part regulated by blood flow. We utilized RNA sequencing to analyze the transcriptome of primary cultured rat brain microvascular endothelial cells (BMECs), as well as three human induced pluripotent stem cell-derived models. We compared the transcriptional responses of these cells to either low (0.5 dyne/cm^2^) or high (12 dyne/cm^2^) shear stresses, and subsequent analyses identified genes and pathways that were influenced by shear including key BBB-associated genes (*SLC2A1*, *LSR*, *PLVAP*) and canonical endothelial shear-stress-response transcription factors (*KLF2*, *KLF4*). In addition, our analysis suggests that shear alone is insufficient to rescue the de-differentiation caused by in vitro primary BMEC culture. Overall, these datasets and analyses provide new insights into the influence of shear on BBB models that will aid in model selection and guide further model development.

## 1. Introduction

Despite the prevalence of central nervous system (CNS) diseases, new therapeutic treatments are approved at a much lower rate than therapies targeting other tissues [1,2]. A major challenge to treating disorders within the CNS is the general inaccessibility of circulating drugs to brain tissue, driven in part by the blood–brain barrier (BBB) [1,2,3]. The brain endothelial cells comprising the BBB mediate selective resistance to molecular transport. Brain microvascular endothelial cells (BMECs), working in conjunction with the surrounding pericytes, astrocytes, and neurons of the neurovascular unit (NVU), help to maintain brain homeostasis by facilitating the transport of nutrients, including iron and glucose, while simultaneously insulating the brain from changes in the blood composition, such as the brain accumulation of blood-borne drugs [4,5,6]. While the brain-specific properties of BMECs are largely thought to arise from NVU interactions, the CNS endothelium also experiences physical cues, such as the shear stress originating from blood flow. Blood flow has long been known to impact the behavior of aortic [7,8], capillary [9], and human umbilical vein [10,11] endothelial cells. As a few examples of the effects of flow and fluid shear stress, endothelial cells undergo structural changes and align [7,8,10], have reduced proliferation [12,13], exhibit downregulated p21 signaling [14] and upregulated TGFβ [15,16] and JAK-STAT [17,18] signaling, and possess altered transcriptomes [19,20] that include the increased expression of transcription factors such as *KLF2* [21] and *KLF4* [22,23].

The transcriptional response of the brain endothelium in response to shear has not been studied as extensively, particularly in human cells. However, numerous human BBB models ranging from immortalized BMECs to human hematopoietic and human pluripotent stem cell (hPSC)-derived models have previously been generated [24,25]. Of particular interest to this study are induced pluripotent stem cell (iPSC)-derived BBB models, which can facilitate human disease modeling [26,27,28], as well as provide an isogenic source of other cell types of the NVU [29]. Studies using hematopoietic stem cell- and hPSC-derived BBB models have noted transcriptional increases in many BBB-relevant genes under shear stress [30,31], suggesting a BBB-specific response to shear stress. For example, genes encoding efflux transporters, including P-gp (*ABCB1*), tight junction forming proteins like claudin-5 (*CLDN5*), and the canonical BBB glucose transporter GLUT1 (*SLC2A1*), were upregulated by shear in these models. However, other work has suggested that the general shear response phenotype is less pronounced in in vitro BBB models compared to endothelial cells cultured from other tissues [10,11,32]. For example, both an hPSC BBB model and immortalized human BMEC model reported a lack of cell alignment under flow, a well characterized response of endothelial cells to shear stress [10,11], although there was a reduction in both apoptosis and proliferation [11], consistent with non-brain endothelial cells [13]. Unfortunately, direct comparisons between various published datasets can be difficult due to differences in the shear magnitude, duration of shear, parenchymal cell types, vascular model, transcriptomic sequencing depth, in vitro chip geometry, and data availability.

Here, to partially address this knowledge gap related to how shear affects in vitro models of the BBB, we employed RNA sequencing to directly compare the shear responses of four endothelial or BBB models: primary rat BMECs (rBMECs), human iPSC-derived ECs without a BBB character (hECs) [33], Wnt-activated iPSC-derived ECs with a CNS-like character (hCECs) [34,35], and iPSC-derived brain microvascular endothelial cell-like (hBMEC-like) cells [36]. Each model was subjected to the same magnitudes of low (~0.5 dyne/cm^2^) and physiological (~12 dyne/cm^2^) shear stress for 72 h [10,11,37] in identical microfluidic chips to enable a direct comparison of their transcriptional responses to shear flow. A subsequent transcriptional analysis and comparison were performed to identify genes and pathways that are shear-responsive in each model.

## 2. Materials and Methods

### 2.1. iPSC Culture

IMR90-4 human iPSCs (WiCell Research Institute, Madison, WI, USA) were maintained in E8 medium (Stem Cell Technologies, Vancouver, BC, Canada) on Matrigel (WiCell Research Institute, Madison, WI, USA) -coated tissue culture treated polystyrene six-well plates (Corning, Waltham, MA, USA). At 50–70% confluence, iPSCs were passaged at 1:6 using Versene (Gibco, Waltham, MA, USA).

### 2.2. iPSC-EPC Differentiation (hEPCs)

Human endothelial progenitor cells (hEPCs) were differentiated from iPSCs as previously described [33,34]. Briefly, when iPSCs reached confluence, they were detached using 1 mL of Accutase (Stem Cell Technologies, Vancouver, BC, Canada) per well for 7–8 min. When most cells were visibly suspended, the cell solution was triturated to break up clumps before the addition of 4 mL of DMEM/F12 (Gibco, Waltham, MA, USA) per mL of cell solution. Cells were centrifuged at 200 RCF for 5 min, and the supernatant aspirated. The cell pellet was resuspended in E8 (Gibco, Waltham, MA, USA) + 10 µM Y-27632 (Tocris Bioscience, Bristol, UK). Twelve-well Matrigel (WiCell, Madison, WI, USA) coated tissue culture treated polystyrene plates (Corning, Waltham, MA, USA) were seeded with 70,000 cells/well in 1 mL E8 (Gibco, Waltham, MA, USA) + 10 µM Y-27632 per well. Cells were fed 1 mL of E8 (Gibco, Waltham, MA, USA) per well for two days. Afterwards cells were fed 2 mL of LaSR (500 mL of Advanced DMEM/F12 (Gibco, Waltham, MA, USA), 30 mg ascorbic acid (Thermofisher, Waltham, MA, USA), 6.25 mL of GlutaMAX (Gibco, Waltham, MA, USA)) + 8 µM CHIR99021 (Tocris Bioscience, Bristol, UK) per well daily for two days. Cells were then fed 2 mL of LaSR per well daily for an additional 3 days. Cells were then lifted and sorted via magnetic activated cell sorting (MACS) using the Stem Cell Technologies EasySep Human FITC Positive Selection Kit II (Gibco, Waltham, MA, USA), using either the CD34-FITC (Miltenyi Biotec, Charlestown, MA, USA) or CD31-FITC (BD Biosciences, Franklin Lakes, NJ, USA) antibodies for positive selection. Cells were resuspended in HECSR (HESFM (Gibco, Waltham, MA, USA) + B-27 (Gibco, Waltham, MA, USA)) + 10% DMSO (Sigma-Aldrich, St. Louis, MO, USA) + 30% FBS (Gibco, Waltham, MA, USA) at ~5 million cells/cm^2^; 1 mL vials (Thermofisher Scientific, Waltham, MA, USA) were then frozen in a freezing container (ULAB, Memphis, TN, USA) following the manufacturers’ instructions at −80 °C for at least overnight before being banked in liquid nitrogen for long-term storage.

### 2.3. hCEC and hEC Differentiation

iPSC differentiation to human CNS-like endothelial cells (hCECs) and human endothelial cells (hECs) was adopted from previously published protocols [34,35] (Figure S1). Briefly, hEPCs were thawed into HECSR + 20 ng/mL FGF2 (WiCell Research Institute, Madison, WI, USA) + 10 ng/mL VEGF (Tocris Bioscience, Bristol, UK) + 4 µM CHIR99021 for hCECs or DMSO for hECs. Media were changed every 48 h until cells reached confluency. At confluency, cells were passaged from 1 well of a 6-well plate to 2 µSlide|Luer microfluidic chips (ibidiUSA, Fitchburg, WI, USA). Seeded chips were then allowed to settle for a minimum of 4 h prior to the application of <1 mL/min fluid flow for 24 h to ensure confluency was reached before shear application, using HECSR + 20 ng/mL FGF2 + 10 ng/mL VEGF +1x Antibiotic–Antimycotic (Gibco, Waltham, MA, USA) + 4 µM CHIR99021 for hCECs or DMSO for hECs. Of note, the differentiation of hECs and hCECs can generate a subpopulation of smooth muscle-like cells over time [33], but very few of these cells were observed in this study due to passaging, as well as the addition of CHIR99021 to the hCEC cultures (Figure 1B) [33,34,35].

### 2.4. hBMEC-like Cell Differentiation

hBMEC-like cells were differentiated from iPSCs as previously described [36] (Figure S1). iPSCs were seeded at 35,000 cells/cm^2^ into Matrigel-coated tissue culture treated 6-well plates in 2 mL of E8 medium + 10 µM Y-27632. Cells were then fed 2 mL of E8 for two days before switching to DMEM/F12 + 1x Non-essential Amino Acids (NEAA, Gibco, Waltham, MA, USA) + 0.5x GlutaMAX (Gibco, Waltham, MA, USA) + 0.1 mM β-mercaptoethanol (Thermofisher Scientific, Waltham, MA, USA) (DeSR1) + 4 µM CHIR99021; 24 h later, media were replaced with DMEM/F12 + 1x NEAA + 0.5x GlutaMAX + 0.1 mM β-mercaptoethanol + 1x B27 (DeSR2) and maintained with media changes for 5 days. Cells were then fed HESFM (Gibco) + 1x B27 (HECSR) + 10 µM retinoic acid (Sigma-Aldrich, St. Louis, MO) + 20 ng/mL FGF2. After 48 h, cells were replated onto collagen IV (Sigma-Aldrich, St. Louis, MO) and fibronectin (Gibco, Waltham, MA, USA) -coated ibidi microfluidic chips. Cells were maintained under minimal flow for 24 h in HESFM + 1x B27 + 10 µM retinoic acid + 20 ng/mL FGF2 + 1x Antibiotic–Antimycotic (Gibco, Waltham, MA, USA) before changing to HECSR + 1x Antibiotic–Antimycotic (ThermoFisher) and applying shear stress.

### 2.5. rBMEC Purification

Animal experiments were conducted under a protocol approved by the University of Wisconsin–Madison Institutional Animal Care and Use Committee, following NIH guidelines for the care and use of laboratory animals. Endothelial cells isolated from half of a rat brain were seeded into each chip. For experiments where multiple rat brains were needed, brains were pooled and treated as a single isolation. Brains from male Sprague–Dawley rats between 220 and 250 g were isolated, and brain hemispheres were stored in DMEM on ice while awaiting processing. Microvessels were isolated as previously described [38]. Briefly, after rolling brain hemispheres on KimWipes (Fisher Scientific, Waltham, MA, USA) to capture meninges, cortices were dissociated through vigorous chopping and then added to 1 mL of DMEM. This brain solution was then transferred to a 50 mL conical (Thermo Fisher Scientific, Waltham, MA, USA), and an additional 9 mL of DMEM added. The solution was triturated to mechanically disassociate fragments before the addition of 0.75 mL of 10 mg/mL collagenase (Sigma-Aldrich, St. Louis, MO, USA) and 150 µL of 1 mg/mL DNase I (Qiagen, Hilden, Germany). The solution was incubated for 75 min at 37 °C on a shaker at 250 rpm. During the incubation, a Percoll gradient was prepared in a 30 mL Oakridge tube (Thermofisher Scientific, Waltham, MA, USA) with 10 mL of Percoll (Sigma-Aldrich, St. Louis, MO, USA), 19 mL of PBS (Gibco, Waltham, MA, USA), 1 mL of 10x PBS (Sigma-Aldrich, St. Louis, MO, USA), and 1 mL of FBS and centrifuged at 30,000 RCF for 30 min. After incubation, the brain homogenate was diluted to 40 mL in DMEM and then centrifuged at 1000 RCF for 8 min, and the supernatant was aspirated. The microvessel pellet was resuspended in 25 mL of 20% (*m*/*v*) BSA in DMEM and triturated to further mechanically separate the vessels from the brain cells. The mixture was then centrifuged at 1000 RCF and 4 °C for 20 min to separate the bulk of the neurons and glia from the microvessel pellet. The neuron/glia layer and supernatant were aspirated before resuspension and trituration in 6.75 mL of DMEM. Then, 0.5 mL of 10 mg/mL collagenase–dispase (Sigma-Aldrich, St. Louis, MO, USA) and 50 µL of 1 mg/mL DNase 1 were added to the microvessel pellet, and the solution was incubated for 1 h at 37 °C on a shaker at 250 RPM. Microvessel fragments were centrifuged at 700 RCF for 6 min, and the supernatant was aspirated. The pellet was resuspended in 1 mL of DMEM and added to the prepared Percoll gradient and centrifuged at 1000 RCF for 10 min at 4 °C. After the gradient, a 5 mL syringe (BD, Franklin Lakes, NJ, USA) with a blunt 16 gauge 5″ needle (BD, Franklin Lakes, NJ, USA) was used to extract the microvessel-containing layer, which was diluted with DMEM at 4 mL per mL of microvessel solution. The microvessel solution was centrifuged at 200 RCF for 10 min and then resuspended in 200 uL of rat primary medium (DMEM + 10% FBS + 1x GlutaMAX + 1x Antibiotic–Antimycotic (ThermoFisher) + 4 µg/mL puromycin (Sigma-Aldrich, St. Louis, MO, USA) + 100 ng/mL heparin (Sigma-Aldrich, St. Louis, MO, USA) + 20 ng/mL FGF2) and plated into ibidi microfluidic chips coated with 250–300 µL of 0.2 mg/mL collagen IV and 0.2 mg/mL fibronectin for 1 h. Every 8 h, chips were fed with 200 uL of rat primary medium until confluent (usually between 3–4 days) before proceeding with connection to microfluidic devices. After connection to the microfluidic pump system, the medium was replaced every 48 h.

### 2.6. Preparation of Microfluidic Devices and Application of Shear Stress

Here, 0.8 mm- and 0.6 mm-height µSlide|Luer chips purchased from ibidi were connected to 1/16″ and 1/32″ internal diameter silicone tubing and nylon components via the female Luer ports on the chips, as shown in Figure S2. Prior to assembly, all non-chip components were washed with water, soap and water, 10% bleach solution, and then ethanol before autoclaving to sterilize them. Shear stress was applied after a confluent monolayer was achieved. Cells exposed to low shear (0.5 dyne/cm^2^) received nutrients and oxygen while matching the geometry of the high-shear condition. During the ramp-up phase in the high-shear chips, shear was increased by 3 dyne/cm^2^ every 30 min until 12 dyne/cm^2^ was reached. Low-shear-stress chips were maintained at 0.5 dyne/cm^2^ over the ramp-up period. Chips were then maintained under flow for 72 h before RNA extraction.

### 2.7. RNA Extraction and Sequencing

Chips were disconnected from the microfluidic device and rinsed with Dulbecco’s Phosphate Buffered Saline with Calcium and Magnesium (DPBS +/+) (Gibco, Waltham, MA, USA). Chips were then assessed under a bright field microscope to ensure that cells remained attached prior to lysing with the cell lysis buffer provided in the Qiagen RNeasy Mini Kit (Qiagen, Hilden, Germany). Samples were then processed using Qiagen Shredder columns and the Qiagen RNeasy Mini Kit. Samples were prepared using polyA enrichment. Library preparation and RNA sequencing were performed by Novogene. Samples were sequenced using paired-end reads.

### 2.8. Immunofluorescent Imaging

For immunofluorescent labeling, cells were initially rinsed twice with cold PBS before fixing with either methanol (Sigma Aldrich, St. Louis, MO, USA) or 4% PFA (Thermofisher Scientific, Waltham, MA, USA) in PBS (Table S1). Afterwards, cells were blocked 10% goat serum (Gibco, Waltham, MA, USA) in DPBS for 1 h at room temperature. Cells were then incubated overnight with the primary antibody (Table S1) at 4 °C while shaking at 30 rpm. Cells were rinsed 3 times with DPBS, and then, secondary antibody solution in 10% goat serum was applied for 1 h at room temperature. Cells were then rinsed twice with PBS and a solution of 2 µg/mL Hoechst 33342 (Sigma Aldrich, St. Louis, MO, USA) in PBS was applied for 10–15 min. The Hoechst solution was aspirated and replaced with PBS. Cells were imaged on a Nikon Eclipse Ti2-E epifluorescence microscope, and images were analyzed with the FIJI package of ImageJ version 1.53e [39].

### 2.9. Statistics and RNA Sequencing Analysis

To process the RNA sequencing files, STAR 2.7.9a via the Github repository was used for alignment to the hg38 genome for human samples and rn7 genome for rat samples [40]. Genome files were provided by the UW Transcriptomics core. featurecounts v2.0.3 was used to generate count tables [41], and differential expression was analyzed using DeSeq2 via BioConductor v3.15 based on the raw counts [42].

Replication was at the differentiation/isolation level, either with replicate cells differentiated from the same iPSC line at different passages or with isolated microvessels taken from replicate rats. Paired DESeq2 was utilized for comparisons between high- and low-shear samples. Statistics reported are those returned via paired DESeq2 analysis. Results for GO were only considered significant if they had an FDR of less than 0.05. GO was performed via the PANTHER online interface [43,44]. GSEA v4.2.3 was run via the application provided by the Broad Institute [45,46]. GSEA gene inputs were ranked based on the negative log base ten of the *p*adj value provided by DESeq2 multiplied by the log_2_ fold change. For any comparison between rats and humans, we utilized Homologene2 from the NCBI dataset, which uses gene names updated to 2019 to assign human orthologs for rat genes. Any gene lacking an ortholog was discarded from the analysis. ChEA3 [47] and BART 2.0 [48] analyses were both run via their respective web portals. For inputs we used only genes with a positive fold change and statistical significance according to DESeq2. For ChEA3, which offers multiple libraries of the aforementioned ChIP-seq meta-analysis, we utilized the “literature” library. Statistical significance was set at an FDR/Irwin-Hall *p*-value (as reported by ChEA3/BART respectively) of less than 0.05. Upstream factors that did not have an average TPM of 1 or greater were discarded as non-expressed.

## 3. Results

### 3.1. Validation of Endothelial Cell Isolation and Differentiation

Rat brain microvessels (Figure 1A) were isolated using standard enzymatic isolation and culture techniques with outgrowing nonendothelial contaminant cells removed via puromycin treatment as previously described [38,49]. Importantly, the microvessels were directly plated into the microfluidic device to minimize the time ex vivo, which is known to drive the de-differentiation of rBMECs [50]. Rat BMECs cultured in this way have been shown to express efflux transporters, as well as numerous endothelial and BBB markers [38], and rBMECs grown in companion 96-well static tissue culture wells were validated for PECAM-1 and occludin expression and localization (Figure 1B).

All iPSC-derived models were differentiated from the IMR90-4 iPSC line. For the iPSC-derived endothelial-like cells (hECs) and the Wnt-activated CNS-like iPSC-derived EC (hCEC) models, iPSCs were differentiated according to previously published protocols [33,34,35]. hECs represent a naïve EC lacking organospecific signatures [34,35] and served as both a generic EC control for the shear response and provided a genetically matched comparison to the hCECs and hBMEC-like cells derived from the same iPSC line. iPSC-derived endothelial progenitor-like cells (hEPCs) were first generated from iPSCs according to previously published protocols [33] before enrichment via magnetic activated cell sorting (MACS). The hEPC population was then either maintained for one passage to yield hECs or treated with CHIR99021, a GSK3 inhibitor, to generate hCECs (Figure 1A and Figure S1). The hECs and hCECs expressed PECAM-1 and VE-cadherin as expected [33,34] (Figure 1B). hCECs also display several hallmarks of in vivo BMECs, including elevated GLUT1 expression, decreased PLVAP expression, and increased barrier properties compared to hECs [34]. Here, we demonstrated GLUT-1 and VE-cadherin expression in hCECs [34] (Figure 1B). For the fourth model, iPSC-derived brain microvascular endothelial cell-like (hBMEC-like) cells were differentiated as described previously [36]. The hBMEC-like cells have substantial barrier and transport properties and the expression of barrier-related genes (e.g., occludin and MRP1, Figure 1B) but express epithelial-related genes and significantly lower levels of EC genes than the other three models used here [34,36,51,52,53,54].

### 3.2. Shear Stress Drives a Transcriptional Shift in Each In Vitro Endothelial and BBB Model

All models were seeded onto ibidi microfluidic chips (Figure S2) and allowed to reach confluence before the application of fluid flow (Figure 1A). Flow rates were chosen to generate shear stress at two levels: low shear stress at ~0.5 dyne/cm^2^ which allows for nutrient supply to the cells in the chip but which is below where shear responses are typically detected in endothelial cells [10,11,25], and high shear stress of 12 dyne/cm^2^, which is approximately the physiological level observed in the brain microvasculature [7,55]. Flow was applied for 72 h before cells were lysed and collected for RNA-sequencing analysis. 

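RNA from 26 cultures was sequenced, with 1 library per culture, and the values used here are the counts of reads per gene that the authors deposited. hECs are endothelial cells without the signature of an organ, and hCECs come from the same endothelial progenitors with Wnt signaling activated by a GSK3 inhibitor. The inhibitor was also in the medium of the hCEC chips. rBMECs are primary brain microvascular endothelial cells of the rat, and hBMEC-like cells are iPSC-derived cells that form a tight barrier but express epithelial genes. The medium differed between models too, with serum for rBMECs and VEGF for hECs and hCECs. Differences between models therefore cannot be separated from those of the medium. Each of the 3 human models had 3 libraries at high shear and 3 at low shear, and rBMECs had 4 of each. High shear was 12 dyne/cm2, and for low shear the paper's text gives 0.5 dyne/cm2 whereas the sample labels give 0.1 dyne/cm2. The paper's replicates are separate differentiations of a single iPSC line or separate isolations of rat cells, so the p-values printed beside its sentences measure the spread between differentiations or isolations, not between people or cell lines. The legend of Figure 2 gives 3 rat isolations, while 4 rBMEC replicates are labelled. Library totals ranged from 25269733 to 47006272 counts in hECs, from 9790999 to 32225360 in hCECs, from 25727387 to 38166280 in rBMECs and from 26297516 to 38604498 in hBMEC-like cells. The lowest total belonged to low-shear replicate 2 of the hCECs, and the next lowest hCEC total was 26834595. High and low shear were compared in each model with edgeR's quasi-likelihood test, with the replicate number as a block because the paper pairs the high- and low-shear cultures of a replicate. The test covered 15488 genes in hECs, 14969 in hCECs, 13643 in rBMECs and 16452 in hBMEC-like cells, those with enough counts for edgeR's default filter. A log2 fold change is the level at high shear over that at low shear, and levels are CPM, the counts scaled to the library totals after TMM normalization, as mean ± SD over 3 libraries of a group, or 4 for rBMECs. Whether a change differed between 2 models was tested as the interaction of shear and model in a joint fit, over 18712 genes for pairs of human models and over 14123 genes with a shared symbol for pairs with rBMECs. With hCEC libraries scaled by their totals alone instead of TMM, the median log2 fold change of all genes moved from −0.02 to −0.13, so hCEC changes are relative to the scaling used.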

RNA quality measures were generated via MultiQC [56], and the general summary is available in Supplemental File S1, and all transcript counts are provided in Supplemental File S2.

We utilized two forms of unbiased whole-transcriptome data dimensionality reduction, hierarchical clustering and principal component analysis (PCA). Both analysis methods showed separation predominantly by model type (Figure 2A,C). This suggests that shear accounted for less of the transcriptional variability between the samples than species and model cell type differences. 

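The models differed strongly in the cell type genes they expressed at low shear. *PECAM1*, which encodes an adhesion molecule of endothelial junctions, was at 2366 ± 236 CPM (SD, n = 3) in hECs and 2280.2 ± 656 CPM in hCECs but at 0.0453 ± 0.0404 CPM in hBMEC-like cells, and *Pecam1* was at 2937 ± 592 CPM (SD, n = 4) in rBMECs. *CDH5*, which encodes VE-cadherin, was at 3122 CPM in hECs, 2210.3 CPM in hCECs and 37.9 CPM in hBMEC-like cells, and *Cdh5* was at 1699 CPM in rBMECs. The hBMEC-like cells instead had epithelial genes at high levels, with *KRT8*, a keratin, at 4801 CPM, *CDH1*, which encodes E-cadherin, at 644 CPM, and *EPCAM*, an epithelial adhesion molecule, at 377 CPM. On the log2(CPM + 1) scale, genes of pan-endothelial identity averaged 8.91 in hECs, 8.58 in hCECs, 8.39 in rBMECs and 1.26 in hBMEC-like cells, whereas epithelial markers averaged 1.57, 1.49, 0.72 and 7.16. The averages of epithelial markers in hECs and hCECs were raised by low-shear replicate 2 of each, at 2.59 and 3.10, against at most 1.07 and 0.68 in their other low-shear libraries. Genes of brain endothelial identity averaged 3.89 in hECs, 4.50 in hCECs, 5.71 in rBMECs and 2.78 in hBMEC-like cells. Low-shear replicate 2 also raised this average in hCECs, at 4.91, against 4.30 and 4.29 in the other low-shear libraries. Over the 14123 genes shared by the human and rat tables, differences between models made up 89.4% of the sum of squares on this scale. Replicates within a model made up 4.45%, shear within a model 2.94% and the residual 3.18%. Among the human models alone, over 18712 genes, the model accounted for 79.9% and shear for 6.05%. Since rBMECs are the only rat cells, the effect of species and that of the model cannot be separated for them.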

Given the known species-specific differences at the BBB [57,58] and the differences in the stem-cell-derived models, it is perhaps unsurprising that the largest differences captured were between models and not between high and low shear. To directly assess the effects of shear on the transcriptome, we performed PCA on each model separately (Figure 2B), which showed a separation between low and high shear within each model based on PC1 and/or PC2, as expected.

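Shear accounted for 51.9% of the variance between the libraries of hECs, 28.2% in hCECs, 16.7% in rBMECs and 28.5% in hBMEC-like cells. The remainder lay between replicates, with 33.4%, 38.5%, 55.4% and 50.5%, or in the residual. Even without an effect of shear, a comparison of a few libraries takes up part of the variance. That part was not subtracted, so a share, such as the 16.7% in rBMECs, does not by itself show an effect. Replicates span more comparisons than shear, so their shares cannot be weighed directly against those of shear. In hECs, PC1 held 57.3% of the variance and separated the groups, with high-shear libraries from 15.1 to 41.8 and low-shear libraries from −40.4 to −15.3. In hCECs, PC1 held 74.3% and set low-shear replicate 2, at 108.4, apart from the 5 other libraries, which lay from −23.9 to −18.9. The groups of hCECs separated on PC2, with 15.0% of the variance, where high-shear libraries lay from −21.1 to −16.5 and every low-shear library lay at −1.34 or above. In rBMECs, PC1 held 43.9%, with high-shear replicate 1 farthest out at 55.8, and on PC2, with 19.4%, the 4 pairs moved in the same direction but the groups overlapped. On variance-stabilized counts of the 500 most variable genes, PC2 of rBMECs, with 17.5%, did separate the groups (high shear from −9.45 to −4.77, low shear from 2.54 to 10.4). In hBMEC-like cells the groups separated on PC2, with 17.8% of the variance, where high-shear libraries lay at 2.43 or above and low-shear libraries at 1.93 or below. Without replicate 2 the share explained by shear was 64.1% in hCECs, and without replicate 1 it was 28.6% in rBMECs. In hBMEC-like cells it was 47.6% without replicate 3. Whichever pair was left out, the share lay above that of all libraries in each model. A single comparison takes up more of the variance when libraries are fewer, so these rises cannot be credited to the named replicates alone. For the same reason the share in rBMECs, which have more libraries, is not directly comparable with the others.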

Once it was evident that shear treatment drove a transcriptional change, we compared the transcriptional fold changes between low and high shear in each model via the DESeq2 package (via BioConductor version 3.15), which analyzes raw counts to compare two input conditions and accounts for the paired nature of our high- and low-shear samples. High versus low shear was compared in each model with hECs exhibiting the most differentially regulated genes (1253 Up, 1329 Down) and rBMECs (193 Up, 119 Down) exhibiting the fewest differentially-regulated genes (Table 1, Figure 2D). 

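In hECs, 1219 genes rose and 1275 fell under high shear, and 1002 of them changed by over 2-fold. Large increases in all 3 pairs included *APLNR*, the receptor for apelin (log2 fold change 3.56), *EMCN*, a sialomucin of capillary and venous endothelium (3.13), *EFNB1*, a ligand of Eph receptors (3.01), and *S100A4*, a calcium-binding protein (2.63). Large decreases included *INHBA*, a subunit of activin (-3.71), *THBS1*, which encodes the angiogenesis inhibitor thrombospondin 1 (-3.49), *LTBP4*, which binds latent TGFβ in the matrix (-2.44), and *GBP4*, an interferon-induced GTPase (-2.37), with standard errors of 0.068 to 0.32 and adjusted p-values of at most 5.0e-04 for these 8 genes. In hCECs, 305 genes rose and 179 fell, 257 of them by over 2-fold. *CCN3*, a matricellular protein (5.37), *IGFBP5*, which binds insulin-like growth factors (3.20), *ID1*, a target of BMP signaling (3.02), and *VCAN*, a matrix proteoglycan (2.80), rose in all 3 pairs, while *COL5A3*, a fibrillar collagen (-3.99), *ESM1*, a marker of tip cells (-2.02), and *WNT5A*, a Wnt ligand (-1.74), fell, with standard errors of 0.15 to 0.66 and adjusted p-values of at most 0.014. In rBMECs, 12 genes rose and 5 fell, each by over 2-fold, and 1280 genes had an unadjusted p under 0.05. Those that rose included *Klf4*, the secreted protease *Htra3* (2.40), *Pmepa1*, which is induced by TGFβ and restrains its signaling (1.40), the transcriptional repressor *Bhlhe40* (1.37) and the matrix protein *Fbln2* (1.82), and those that fell included *Rgs20*, a regulator of G protein signaling (-2.16), the tight junction gene *Cldn1* (-1.79) and *Angpt2*, an antagonist of the Tie2 receptor (-1.35), with standard errors of 0.11 to 0.25 and adjusted p-values of at most 0.047. DESeq2 with the same block gave 1253 and 1329 genes in hECs, 333 and 110 in hCECs, and 193 and 119 in rBMECs, and it called every one of the 17 rBMEC genes. The counts depended on single pairs: without replicate 1, hECs had 427 genes higher and 392 lower, without replicate 2, hCECs had 1168 and 993, and without replicate 2, 3 or 4, edgeR called 0 rBMEC genes (1070, 786 and 957 at an unadjusted p under 0.05), whereas without replicate 1 it called 153 and 37.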

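In hBMEC-like cells under high shear, *SPP1*, which encodes the secreted phosphoprotein osteopontin (log2 fold change 1.24), *ACTC1*, cardiac actin (1.08), *FN1*, fibronectin (1.05), *LUM*, a proteoglycan of collagen fibers (0.60), and *MMP2*, a matrix metalloproteinase (0.53), rose in all 3 pairs. *FOXF1*, a mesodermal transcription factor (-1.37), *LMOD1*, a smooth muscle actin nucleator (-1.06), *METRN*, a secreted neurotrophic factor (-0.58), and *ODC1*, the rate-limiting enzyme of polyamine synthesis (-0.53), fell. The standard errors of these changes were 0.038 to 0.14 and their adjusted p-values at most 1.6e-07. Of 16452 genes tested, 1349 rose and 1114 fell, of which 43 and 38 changed by over 2-fold. The median absolute log2 fold change of the called genes was 0.26, against 0.79 in hECs, 1.03 in hCECs and 1.41 in rBMECs. The spread left after differences between replicates were taken out was lower too. Its biological coefficient of variation was 0.0589, against 0.135 in hECs, 0.216 in rBMECs and 0.383 in hCECs. Differences between replicates themselves made up 50.5% of the variance in hBMEC-like cells and 33.4% in hECs. In simulated counts with the spread of each model, edgeR recovered 83.6% of the genes changed by 1.5-fold in hBMEC-like cells, 59.7% in hECs, 32.8% in hCECs and 29.9% in rBMECs. The changed genes were drawn only from those above a set mean count, so these shares need not hold for genes with few counts. Simulated counts varied independently around the mean of each pair. Libraries that stand apart as a whole were thus not simulated, and recovery in the real data may be lower. DESeq2 called 836 genes higher and 566 lower, and edgeR without the replicate block called 7 and 0 (4484 genes had an unadjusted p under 0.05 with the block). Without replicate 2 the counts were 794 and 636, and 721 genes were lower without replicate 1.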

Of note, though many of the genes in hBMEC-like cells were regulated by shear, the magnitudes of the fold changes were more modest (<2-fold) compared to other models (Table 1). Complete lists of all gene expression TPM data (Supplemental File S3) and DESeq2 results (Supplemental File S4) are provided in the Supplementary Materials.

### 3.3. Canonical Shear Response Elements Are Upregulated in BBB Models

We next utilized several tools to identify shear-induced changes in gene expression. Statistically significantly (*p*adj < 0.05) and positively upregulated genes from DESeq2 were used to perform gene ontology (GO) analysis utilizing the biological process collection [43]. Every result is available in the Supplemental Information (Supplemental File S5). We observed terms the “response to fluid shear stress” (GO:0034405) or “response to laminar fluid shear stress” (GO:0071499) in all models except the hBMEC-like cells (Figure 3A), suggesting that the hECs, hCECs, and rBMECs respond in a canonical manner to shear flow. 

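Genes that laminar flow is known to induce in endothelium rose in hECs and hCECs under high shear, and fewer of them did in rBMECs and hBMEC-like cells. In hECs, 16 of 23 rose and 1 fell (17 and 1 adjusted over the list alone), including *SLCO2A1*, a prostaglandin transporter (log2 fold change 2.74, SE 0.11), *PODXL*, an apical sialomucin (1.92, SE 0.092), *NQO1*, a target of NRF2 (1.40, SE 0.074), and *NOS3*, endothelial nitric oxide synthase (0.75, SE 0.079). In hCECs, 12 of 22 rose and 0 fell (16 and 0 adjusted over the list alone), among them *THBD*, which encodes thrombomodulin (1.66, SE 0.18), and *NOS3* (1.23, SE 0.16). In rBMECs, *Klf4* and *Slc9a3r2*, a scaffold protein (1.25, SE 0.12), were the 2 of 24 that rose (8 higher and 1 lower adjusted over the list alone, 8 higher by DESeq2). In hBMEC-like cells, 6 of 22 rose (9 higher and 1 lower adjusted over the list alone), among them *ASS1*, an enzyme of arginine synthesis (0.64, SE 0.16). Medians of the list were 0.69, 1.22, 0.37 and 0.21 in hECs, hCECs, rBMECs and hBMEC-like cells, with adjusted p-values of 0.013, 0.0047, 0.079 and 0.063 from fry. Tested against the other genes of each model with an estimated correlation, the list did not pass (adjusted p = 0.26, 0.19, 0.18 and 0.34). No list passed that test within a model, so it does not show that these genes moved like the others. Over all genes, 1219 of 15488 rose in hECs. The increase of the list was larger in hCECs than in hECs (median difference 0.43, adjusted p = 4.0e-04) and smaller in hBMEC-like cells than in hECs (-0.45, adjusted p = 8.9e-04) or hCECs (-0.91, adjusted p = 3.5e-05). It was also smaller in rBMECs than in hECs (-0.24, adjusted p = 0.0024) and hCECs (-0.57, adjusted p = 5.5e-05). With an estimated correlation the difference between hCECs and hECs held (adjusted p = 0.035) and that between rBMECs and hECs did not (0.076). Of the known target genes of KLF2 and KLF4, 11 of 18 rose and 3 fell in hECs (11 and 4 adjusted over the list alone), 9 and 1 of 18 did so in hCECs (12 and 1), and 5 and 1 of 15 in hBMEC-like cells (7 and 3). In rBMECs 2 of 18 rose and 0 fell (6 and 0, and 6 higher by DESeq2), and these 2 are again *Klf4* and *Slc9a3r2*. This list includes *KLF2* and *KLF4* themselves and shares many members with the shear-induced list, among them *NOS3* and *THBD*, so the 2 lists are not independent. Genes that flow is known to repress moved the other way in hECs, where 10 of 17 fell and 2 rose (11 and 3 adjusted over the list alone, adjusted p = 0.040 from fry, adjusted p = 0.26 with an estimated correlation), including *ANGPT2* (-3.13, SE 0.14), *CCL2*, a chemokine for monocytes (-1.52, SE 0.34), and *F3*, tissue factor (-2.83, SE 0.75). In hCECs 4 of 17 fell and 2 rose (7 and 3), with *APLN*, the ligand of APLNR, among those that rose (2.00, SE 0.20), in rBMECs only *Angpt2* of 16 changed (5 at an unadjusted p under 0.05, 2 lower by DESeq2), and in hBMEC-like cells 2 of 15 rose and 0 fell. Without replicate 1, 6 shear-repressed endothelial genes fell in hECs, without replicate 2, 7 fell in hCECs, and without replicate 2, 3 or 4 the rBMEC calls were lost.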

We generated a relative heat map of all genes in the “response to fluid shear stress” (GO:0034405) GO term, where we can see shear responsive elements, such as *KLF2/Klf2* and *KLF4/Klf4*, as well as the TGFβ signaling inhibitors *SMAD6/Smad6* and *SMAD7/Smad7* (Figure 3B). 

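*KLF2*, a transcription factor that flow induces in endothelium, rose from 306 ± 40.2 to 671 ± 40.0 CPM (SD, n = 3) in hECs, a log2 fold change of 1.14 (SE 0.10, adjusted p = 6.7e-04), and from 94.4 ± 5.42 to 413 ± 12.7 CPM in hCECs, a log2 fold change of 2.13 (SE 0.16, adjusted p = 4.8e-04). In rBMECs, *Klf2* was higher in 4 of 4 pairs with a log2 fold change of 0.86 (SE 0.25, adjusted p = 0.37), and it passed the test in DESeq2 (adjusted p = 0.014). In hBMEC-like cells *KLF2* also rose, but at a far lower level, from 0.187 ± 0.116 to 1.24 ± 0.541 CPM, a log2 fold change of 2.74 (SE 0.60, adjusted p = 0.0021). *KLF4*, a related factor that restrains endothelial inflammation, rose by 1.19 (SE 0.12, adjusted p = 9.2e-04) in hECs, by 3.07 (SE 0.22, adjusted p = 3.9e-04) in hCECs and, as *Klf4*, by 1.41 (SE 0.11, adjusted p = 0.020) in rBMECs on the log2 scale, while its log2 fold change was 0.037 (adjusted p = 0.86) in hBMEC-like cells. The change in *KLF4* was larger in hCECs than in hECs, with a difference of 1.96 (SE 0.25, adjusted p = 0.0061), and than in rBMECs (rBMECs minus hCECs -1.67, adjusted p = 0.0023), and smaller in hBMEC-like cells than in hECs (-1.14, adjusted p = 0.032), whereas rBMECs and hECs differed by 0.22 (adjusted p = 0.79). *SMAD7*, which encodes an inhibitor of TGFβ signaling, rose in hECs (0.69 (SE 0.13, adjusted p = 0.011)) and in hCECs (1.97 (SE 0.24, adjusted p = 0.0032)), by more in hCECs (difference 1.36, adjusted p = 0.028). In rBMECs *Smad7* had a log2 fold change of 0.69 (SE 0.16, adjusted p = 0.24), with an adjusted p of 0.016 in DESeq2, and in hBMEC-like cells *SMAD7* had -0.035 (SE 0.057, adjusted p = 0.75). On GRCh38, *KLF2* lies on chromosome 19 from 16324826 to 16328685, *KLF4* on chromosome 9 from 107484852 to 107490482 and *SMAD7* on chromosome 18 from 48919853 to 48950965. The call of *KLF2* in hBMEC-like cells was lost without replicate 3 (log2 fold change 2.04, adjusted p = 0.067) and without the replicate block (adjusted p = 0.13), and that of *Klf4* was lost without rBMEC replicate 2, 3 or 4 (adjusted p = 0.26, 0.15 and 0.094).

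**Figure D1:**
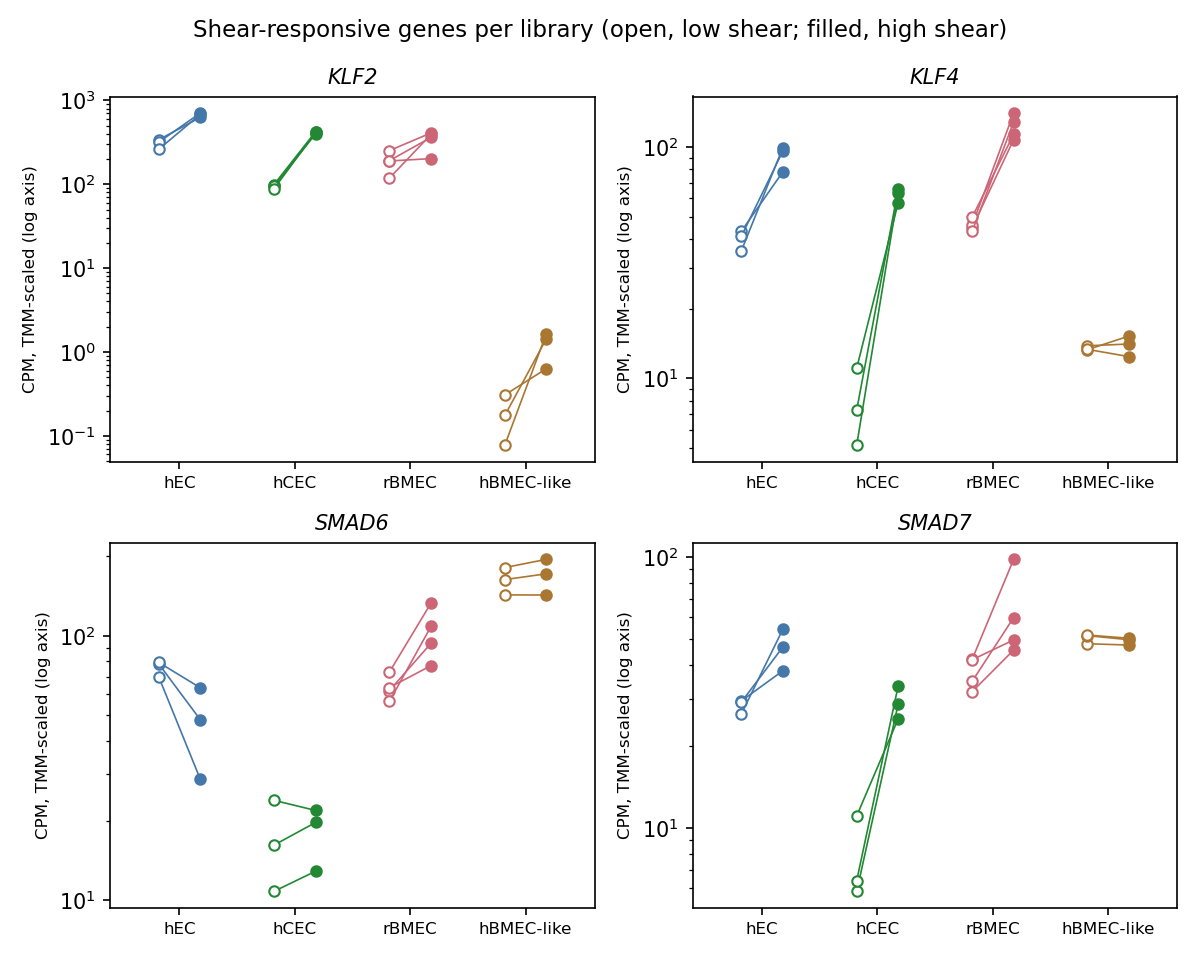
Levels in CPM of *KLF2*, *KLF4*, *SMAD6* and *SMAD7* on log axes, each point a library at low (open) or high (filled) shear, with a line for each pair. *KLF2* lies below 2 CPM in hBMEC-like cells and above 100 CPM at high shear in the endothelial models.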

Since we used genes upregulated by shear in this analysis, genes downregulated by shear (e.g., *SMAD6* in hECs) were not included in the GO analysis list. 

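*SMAD6*, which encodes an inhibitor of BMP signaling, fell in hECs from 75.9 ± 5.12 to 46.8 ± 17.5 CPM (SD, n = 3), a log2 fold change of -0.76 (SE 0.16, adjusted p = 0.021), and was lower in 3 of 3 pairs. In hCECs the log2 fold change was 0.14 (SE 0.16, adjusted p = 0.75) and in hBMEC-like cells 0.058 (SE 0.042, adjusted p = 0.41). *Smad6* was higher in 4 of 4 pairs of rBMECs, with a log2 fold change of 0.67 (SE 0.13, adjusted p = 0.16) and an adjusted p of 0.0021 in DESeq2. The change in rBMECs differed from that in hECs by 1.44 (SE 0.22, adjusted p = 0.0025), that in hCECs by 0.98 (adjusted p = 0.053) and that in hBMEC-like cells by 0.84 (adjusted p = 0.066). *SMAD6* lies on chromosome 15 of GRCh38 from 66702236 to 66782849. The decrease in hECs was no longer called without replicate 1 (-0.80, adjusted p = 0.15) or without the replicate block (adjusted p = 0.15).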

Once it was clear that fluid flow was sufficient to induce a shear stress response in the models, we sought to identify signaling pathways that were affected by shear.

### 3.4. Endothelial Developmental and Signaling Pathways Are Transcriptionally Regulated by Shear

An analysis of the GO results identified shear-regulated terms relevant to key endothelial phenotypes and signaling pathways in each model (Figure 3A). However, GO does not take into account whether a gene is up- or down-regulated in a given pathway. Therefore, we also utilized Gene Set Enrichment Analysis (GSEA) [45] to compare a list of genes pre-ranked by the absolute magnitude of fold change and log of *p*adj (see Section 2) against those that would be expected to change in response to cataloged signaling pathways. GSEA terms responsive to shear included “DNA Replication” and “Cell Cycle”, along with developmental signaling pathways, such as TGFβ, Wnt, and VEGF signaling (Figure 3D). 

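Target genes of PPARs, nuclear receptors that sense fatty acids, moved in both directions. In hECs 6 of 20 rose and 3 fell under high shear (6 and 3 adjusted over the list alone), with increases in *FABP3*, a fatty acid carrier (log2 fold change 2.39), and *CPT1A*, which brings fatty acids into mitochondria (0.78), and a decrease in *FABP5* (-1.35). In hCECs 3 of 20 rose and 1 fell (7 and 1), including *ANGPTL4*, an inhibitor of lipoprotein lipase (2.19), *SCD*, a fatty acid desaturase (1.44), and *FABP5* (-0.82). In hBMEC-like cells 5 of 20 rose and 2 fell (6 and 2), including *LPL*, lipoprotein lipase (0.89), and *CPT1A* (-0.48), and in rBMECs 0 of 20 rose and 0 fell by edgeR (2 at an unadjusted p under 0.05, 1 higher by DESeq2). The median of the list was 0.39 in hCECs (adjusted p = 0.048 from fry, adjusted p = 0.32 with an estimated correlation), against 0.10 (adjusted p = 0.12) in hECs, 0.038 (adjusted p = 0.69) in rBMECs and -0.0030 (adjusted p = 0.056, with fry's balance on the side of an increase) in hBMEC-like cells. Of the genes of VEGF signaling, which drives the sprouting of endothelium, 8 of 18 fell and 3 rose in hECs (8 and 5 adjusted over the list alone), with *VEGFA* itself at -2.15, its receptors *KDR* at -0.52 and *FLT1* at -0.68, and its coreceptor *NRP1* at -1.10. In hBMEC-like cells *NRP1* (0.32) and *KDR* (0.58) rose and *FLT4*, the receptor for VEGF-C, fell (-0.87), in hCECs 1 of 18 rose and 1 fell, and in rBMECs 0 of 19 rose and 0 fell by edgeR (6 at an unadjusted p under 0.05, 1 higher by DESeq2). As a whole the VEGF list did not pass fry in any model (adjusted p = 0.067 in hECs). Without replicate 1, 3 PPAR target genes rose in hBMEC-like cells, and 1 gene fell in PPAR and 4 in VEGF signaling in hECs, and without replicate 2, 8 PPAR target genes rose in hCECs.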

Interestingly, while some pathways were conserved amongst several models, such as PPAR and Wnt signaling, GSEA indicated that different models responded to shear in opposite directions for some pathways, including TGFβ signaling. A complete list of all GSEA results is provided in the supplement (Supplemental File S6).

We next coupled GO and GSEA analyses to infer shear effects on the different models. We initially compared which GO terms were upregulated in each model (Figure 3C). Among those shared between all samples were generic terms, such as the positive regulation of biological process (GO:0048518). Across all iPSC-derived models, but not rBMECs, we observed GO terms related to either DNA replication or cell proliferation, including “positive regulation of cell cycle phase transition” (GO1901989), “positive regulation of cell population proliferation” (GO:0008284), and “regulation of cell cycle G2/M phase transition” (GO:1902749), which suggests the transcriptional regulation of cell proliferation by shear (Figure 3A, Supplemental File S4). However, two GSEA gene sets, “Cell Proliferation” and “DNA Replication”, moved in opposite directions amongst the models (Figure 3D) with rBMECs and hBMEC-like cells both having reduced “DNA Replication” at high shear. By contrast, hECs and hCECs had the upregulation of “DNA Replication”, as well as “Cell Proliferation for hECs”, which suggests that the hECs and hCECs may be more proliferative under high shear.

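Genes of mitosis rose together in hECs under high shear, where all 30 of 30 rose (30 adjusted over the list alone), including *TOP2A*, which untangles DNA for chromosome segregation (log2 fold change 1.80, SE 0.13), *FOXM1*, a transcription factor of the G2/M genes (1.83, SE 0.14), and the cyclin *CCNA2* (1.61, SE 0.10). In hCECs 2 of 30 rose, *TOP2A* (1.45, SE 0.29) and *CENPF*, a kinetochore protein (0.93, SE 0.19), and 0 fell (3 and 0 adjusted over the list alone). In hBMEC-like cells 12 of 30 fell and 0 rose (15 and 0 adjusted over the list alone), by small amounts such as -0.33 (SE 0.047) for *UBE2C*, which targets cyclins for degradation. In rBMECs 0 of 30 rose and 0 fell by edgeR (1 lower adjusted over the list alone, 20 at an unadjusted p under 0.05, 3 lower by DESeq2), with 29 of the log2 fold changes below 0. The median of the list was 1.45 in hECs (adjusted p = 0.029 from fry), 0.79 in hCECs (adjusted p = 0.45), -0.67 in rBMECs (adjusted p = 0.49) and -0.12 in hBMEC-like cells (adjusted p = 0.080). Against other genes the list in hECs did not pass with an estimated correlation (adjusted p = 0.26), a test that no list passed within a model. All 30 members rose there, against 1219 of the 15488 genes tested, so that test does not show that they moved like other genes. Of 40 genes of DNA replication, 15 rose and 0 fell in hECs (19 and 0 adjusted over the list alone), among them *TYMS*, thymidylate synthase (1.11, SE 0.10), and *MCM2*, a subunit of the replicative helicase (0.73, SE 0.10). In hBMEC-like cells 16 fell and 0 rose (23 and 0 adjusted over the list alone), including *CDT1*, which licenses replication origins (-0.30, SE 0.045), and *PCNA*, the sliding clamp (-0.21, SE 0.042). In hCECs 0 rose and 0 fell by edgeR (0 at an unadjusted p under 0.05 and 0 by DESeq2), with 20 members on each side of 0, and in rBMECs 0 rose and 0 fell (5 at an unadjusted p under 0.05, 0 by DESeq2), with all 39 tested members below 0. Medians of this list were 0.55, -0.0061, -0.34 and -0.12 in hECs, hCECs, rBMECs and hBMEC-like cells, and none passed fry (adjusted p = 0.16, 0.97, 0.49 and 0.13). Mitosis genes responded differently from hECs in hBMEC-like cells (median difference -1.58, adjusted p = 0.0034, adjusted p = 0.024 with an estimated correlation) and, by fry but not with an estimated correlation, in rBMECs (-2.11, adjusted p = 0.0028 and 0.0501), while the difference between hCECs and hECs did not pass (-0.76, adjusted p = 0.085). For DNA replication the differences from hECs were -0.71 (adjusted p = 0.022, adjusted p = 0.12 with an estimated correlation) in hBMEC-like cells and -0.87 (adjusted p = 0.012, adjusted p = 0.15 with an estimated correlation) in rBMECs. Without replicate 1, 1 gene of DNA replication rose in hECs, without replicate 2, 27 rose, and without replicate 3, 8 rose. In hBMEC-like cells the genes of mitosis and DNA replication that fell numbered 6 and 6 without replicate 2, and 0 without the replicate block.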

GO terms associated with various signaling pathways were also identified upon shear flow (Figure 3A,D). TGFβ signaling, for example, was observed in all four cell types via GO analysis, with the terms “cellular response to TGFβ” (GO:0071560) and “regulation of TGFβ production” (GO:0071634). Similar to proliferation, GSEA results suggested different directions or a lack of response of TGFβ. hCECs and rBMECs showed no increase in TGFβ signaling, while hECs exhibited downregulated signaling, and hBMEC-like cells exhibited upregulated TGFβ signaling with shear. 

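Target genes of TGFβ and SMAD signaling mostly fell in hECs, where 13 of 20 fell and 2 rose under high shear (13 and 5 adjusted over the list alone). Those that fell included *CCN2*, a matricellular growth factor (log2 fold change -2.53, SE 0.25), *TAGLN*, an actin-binding protein of contractile cells (-2.54, SE 0.29), and *FN1*, fibronectin (-1.62, SE 0.23). In hBMEC-like cells 8 of 20 rose and 1 fell (10 and 2 adjusted over the list alone), including *TAGLN* (0.45, SE 0.050), *CCN2* (0.41, SE 0.061), *THBS1* (0.45, SE 0.052) and *TGFB1*, which encodes TGFβ1 (0.59, SE 0.068). In hCECs 3 of 20 rose and 6 fell (5 and 6 adjusted over the list alone), with *ID2*, a target of BMP signaling, among those that rose (1.75, SE 0.27) and *COL1A1*, a fibrillar collagen, among those that fell (-1.88, SE 0.29). In rBMECs *Pmepa1* was the only one of 19 called (7 higher and 3 lower adjusted over the list alone, 11 at an unadjusted p under 0.05, 3 higher and 1 lower by DESeq2). Medians of the list were -0.51 in hECs (adjusted p = 0.040 from fry, adjusted p = 0.27 with an estimated correlation), 0.15 in hCECs (adjusted p = 0.55), 0.21 in rBMECs (adjusted p = 0.079) and 0.16 in hBMEC-like cells (adjusted p = 0.080). The response of the list differed from that of hECs by a median of 0.94 in hCECs (adjusted p = 4.0e-04), 0.84 in hBMEC-like cells (adjusted p = 8.9e-04) and 1.20 in rBMECs (adjusted p = 1.5e-05), and these differences held with an estimated correlation (adjusted p = 0.0066, 0.0099 and 0.0019). Among single genes, the difference between hBMEC-like cells and hECs was 3.95 (SE 0.28, adjusted p = 1.3e-04) for *THBS1* and 2.69 (SE 0.34, adjusted p = 0.0021) for *FN1*. In hECs, markers of other cells that express such genes were also lower under high shear, with 6 of 11 fibroblast markers lower and 0 higher (median -1.35, adjusted p = 0.074 from fry) and 6 of 9 smooth muscle markers lower and 1 higher (median -0.64, adjusted p = 0.065), although the progenitors were sorted on CD34 or CD31 and the paper saw very few smooth muscle-like cells. Whether endothelial cells or few remaining other cells gave the decrease was not tested. In hBMEC-like cells these markers rose along with the target genes on the log2(CPM + 1) scale. Their means went from 5.37 to 5.59 for fibroblast markers and from 4.11 to 4.28 for smooth muscle markers. A change in the share of such cells was not tested there either. Of the ligands, receptors and regulators of the TGFβ family, 8 of 30 fell and 2 rose in hECs (11 and 4 adjusted over the list alone, adjusted p = 0.029 from fry, adjusted p = 0.27 with an estimated correlation), with *BMP6* at -1.67 and *ACVRL1*, an endothelial receptor for BMP9, at -0.58. In hCECs 4 of 29 rose and 1 fell (5 and 1), with *BMP2* at 1.34 and *SMAD3* at 0.85, in hBMEC-like cells 7 of 31 rose and 0 fell (9 and 0), with the receptor *TGFBR2* at 0.37, and in rBMECs 0 of 30 rose and 0 fell by edgeR (4 at an unadjusted p under 0.05, 1 higher and 2 lower by DESeq2). Without replicate 1, 7 of the TGF-beta and SMAD target genes and 4 of the TGF-beta family pathway components fell in hECs, and without replicate 2, 6 target genes and 8 components rose in hCECs. The call of *Pmepa1* was lost without replicate 2, 3 or 4 of the rBMECs, and those in hBMEC-like cells without the replicate block.

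**Figure D2:**
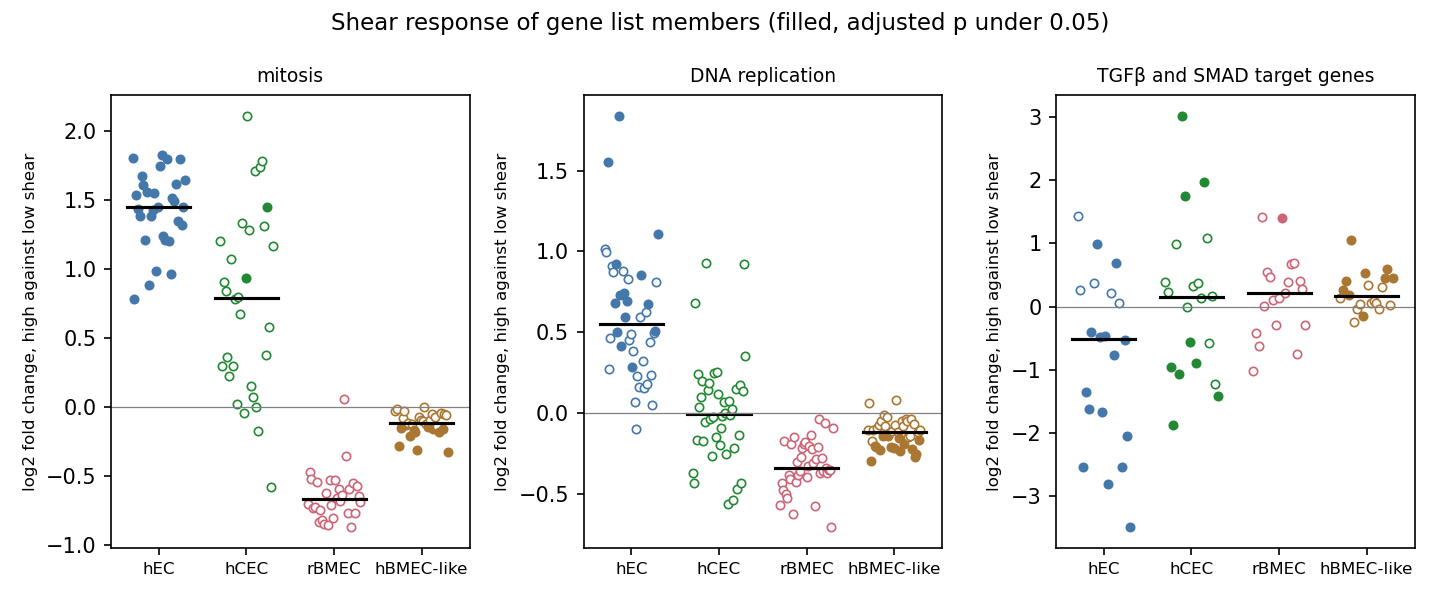
Log2 fold changes of the tested genes of mitosis, DNA replication and the TGFβ and SMAD target genes in the 4 models, each point a gene, filled where its adjusted p was under 0.05, with the median as a bar. All 30 mitosis genes are filled and above 0 in hECs.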

Some signaling pathways were identified, primarily via GSEA, in only the BBB models (hCECs, rBMECs, hBMEC-like cells) but not the generic hECs. In fact, several of these pathways are known to be associated with BBB property acquisition. The GSEA term for Wnt signaling, which is well known to be associated with BBB development [6,34,59], was upregulated in both rBMECs and hBMEC-like cells and identified in the GO analysis for the hCECs. 

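Target genes of Wnt/β-catenin signaling were not called as a group in any model. In hCECs 4 of 14 rose and 0 fell (4 and 4 adjusted over the list alone): *LEF1*, a transcription factor of the pathway (log2 fold change 1.95, SE 0.13), *CCND1*, cyclin D1 (1.36, SE 0.14), *TRIB2*, a pseudokinase (1.16, SE 0.13), and the receptor *TNFRSF19* (0.79, SE 0.17). In hBMEC-like cells 4 of 18 rose and 2 fell (6 and 2 adjusted over the list alone), with *LGR5*, a receptor for R-spondins, at 1.07 (SE 0.26), *CCND1* at 0.53 (SE 0.045) and *NRARP*, a regulator of Notch and Wnt signaling, at -0.50 (SE 0.095). In hECs 3 of 14 rose and 6 fell (3 and 9 adjusted over the list alone), with *LEF1* at 1.57 (SE 0.26) and *CCND1* at 2.05 (SE 0.12) but the feedback inhibitors *AXIN2* at -1.78 (SE 0.18) and *DKK1* at -2.58 (SE 0.35). In rBMECs 0 of 15 rose and 0 fell by edgeR (1 higher adjusted over the list alone, 1 at an unadjusted p under 0.05, 1 higher by DESeq2). The list did not pass fry in any model, with medians of -0.72 (adjusted p = 0.087) in hECs, -0.37 (adjusted p = 0.19, with fry's balance on the side of an increase) in hCECs, 0.065 (adjusted p = 0.49) in rBMECs and 0.10 (adjusted p = 0.080) in hBMEC-like cells, and the difference between hBMEC-like cells and hECs did not pass either (median 0.65, adjusted p = 0.12). Without the replicate block 2 Wnt/beta-catenin target genes rose in hCECs and 0 changed in hBMEC-like cells, where 2 rose without replicate 2.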

Finally, the GSEA term for sonic hedgehog signaling, which has also been associated with BBB development [60], was decreased in both the hECs and hCECs. 

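Few genes of hedgehog signaling changed in hECs or hCECs. In hECs, *SMO*, which encodes the signal transducer Smoothened, was the only one of 15 that fell (log2 fold change -0.81 (SE 0.21, adjusted p = 0.045), and 0 adjusted over the list alone), and in hCECs, *GAS1*, a coreceptor for hedgehog ligands, was the only one of 13 (log2 fold change -0.85 (SE 0.18, adjusted p = 0.044), and 1 adjusted over the list alone). None rose in either model by edgeR or DESeq2, while 4 and 3 genes had an unadjusted p under 0.05. The median of the list was -0.040 (adjusted p = 0.91 from fry) in hECs and -0.21 (adjusted p = 0.68) in hCECs. In hBMEC-like cells 5 of 17 fell and 2 rose (5 and 2 adjusted over the list alone), with *GAS1* at -0.53, the pathway's transcription factor and target *GLI1* at -0.39 and the repressor *GLI3* at 0.22 (adjusted p of at most 0.013), and a median of -0.12 (adjusted p = 0.080). In rBMECs 0 of 13 rose and 0 fell by edgeR (3 at an unadjusted p under 0.05, 0 by DESeq2). In hBMEC-like cells, 2 genes of hedgehog signaling fell without replicate 1 and 2 without replicate 2, and DESeq2 called 1.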

Overall, GO and GSEA analysis suggested that shear can affect key signaling cascades involved in both cell proliferation and BBB relevant developmental and signaling pathways.

### 3.5. A Subset of Key BBB Genes Is Shear-Responsive

Upon observing the upregulation of BBB-relevant developmental and signaling pathways via GSEA, we hypothesized that genes that confer key BBB properties may similarly be upregulated by shear. This led us to directly assess the impact of shear on a curated list of differentially expressed human BMEC genes that was assembled to include BBB tight junction and transcytosis components, as well as highly expressed solute carriers and efflux transporters, as determined from a meta-analysis of human brain scRNAseq data [34,61].

Several BBB-associated genes were upregulated by shear, and the shear-regulated genes differed between the models. For example, the expression of *SLC2A1/Slc2a1*, the gene encoding the GLUT1 glucose transporter which is highly expressed at the BBB [5], was increased by shear in both the rBMECs and hCECs but not in the hECs [34] (Figure 4). Similarly, *LSR/Lsr*, encoding lipolysis-stimulated lipoprotein receptor, which is typically localized at tri-cellular junctions, including at the BBB [62,63], was also increased in rBMECs and hCECs. 

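Of the 53 BBB-associated genes labelled in Figure 4, 11 rose and 12 fell in hECs, 9 rose and 0 fell in hCECs, 1 rose in rBMECs and 19 rose and 3 fell in hBMEC-like cells. By DESeq2 the genes higher and lower were 11 and 12 in hECs, 12 and 1 in hCECs, 6 and 1 in rBMECs and 14 and 1 in hBMEC-like cells. *ABCG2*, which encodes the efflux transporter BCRP, rose in the 3 human models, with log2 fold changes of 0.66 in hECs, 1.03 in hCECs and 0.22 in hBMEC-like cells. The prostaglandin transporter gene *SLCO2A1* rose by 3.29 in hCECs and 0.51 in hBMEC-like cells on the log2 scale. The adjusted p-values of these genes were at most 0.015, and each was higher in 3 of 3 pairs, but DESeq2 did not call *ABCG2* in hBMEC-like cells (adjusted p = 0.41). In hCECs *SLCO2B1*, a transporter of organic anions, also rose (2.18 (SE 0.41, adjusted p = 0.025)), and in rBMECs the gene called was *Slc9a3r2*. Of the genes of brain endothelial identity, 6 of 16 rose and 0 fell in hCECs (6 and 2 adjusted over the list alone), among them *ITM2A*, a membrane protein of brain endothelium (1.12 (SE 0.15, adjusted p = 0.0056)), with a median of 0.47 (adjusted p = 0.034 from fry, adjusted p = 0.31 with an estimated correlation). In hECs 5 of 14 of this list rose and 2 fell (5 and 3), in hBMEC-like cells 3 of 15 rose and 0 fell (3 and 0), and in rBMECs 0 of 18 rose and 0 fell by edgeR (2 at an unadjusted p under 0.05, 1 higher by DESeq2). In hCECs, 3 genes of brain endothelial identity rose without replicate 1 and 3 without replicate 3, and DESeq2 called 3.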

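*SLC2A1* rose in hCECs from 523 ± 174 to 1210.1 ± 362 CPM (SD, n = 3), a log2 fold change of 1.22 (SE 0.19, adjusted p = 0.011), and was higher in 3 of 3 pairs. In rBMECs, *Slc2a1* was higher in 4 of 4 pairs, at 866 ± 291 against 257 ± 14.5 CPM (SD, n = 4), with a log2 fold change of 1.68 (SE 0.22, adjusted p = 0.059) and an adjusted p of 5.4e-13 in DESeq2. In hECs the log2 fold change was -0.11 (SE 0.13, adjusted p = 0.63) and in hBMEC-like cells 0.052 (SE 0.036, adjusted p = 0.39). The response of *SLC2A1* was larger than in hECs in hCECs, by 1.42 (SE 0.20, adjusted p = 0.0091), and in rBMECs, by 1.79 (SE 0.26, adjusted p = 0.0022), and it was smaller in hBMEC-like cells than in hCECs (difference -1.24, adjusted p = 0.0071). *SLC2A1* lies on chromosome 1 of GRCh38 from 42925353 to 42958893. The increase in hCECs was not called without replicate 1 (adjusted p = 0.33), without replicate 3 (0.31), without the replicate block (0.15) or without the filter on low counts (0.43). In rBMECs, *Slc2a1* passed without replicate 1 (1.93, adjusted p = 0.0025) and without the filter on low counts (adjusted p = 0.0022).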

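*LSR* rose in hCECs from 24.9 ± 3.93 to 61.9 ± 6.63 CPM (SD, n = 3), with a log2 fold change of 1.31 (SE 0.15, adjusted p = 0.0018). *Lsr* in rBMECs was at 43.2 ± 14.6 CPM at high shear and 21.0 ± 5.02 CPM at low shear (SD, n = 4), higher in 4 of 4 pairs, with a log2 fold change of 0.99 (SE 0.19, adjusted p = 0.17). In hECs *LSR* had a log2 fold change of 0.30 (SE 0.29, adjusted p = 0.56), and in hBMEC-like cells, where epithelial junction genes are high, -0.12 (SE 0.044, adjusted p = 0.070). The responses of hCECs and rBMECs were not shown to differ from that of hECs (1.08 (SE 0.32, adjusted p = 0.13) and 0.69 (SE 0.33, adjusted p = 0.36)), while that of hBMEC-like cells was below that of hCECs (-1.50 (SE 0.29, adjusted p = 0.018)). *LSR* lies on chromosome 19 of GRCh38 from 35248330 to 35267964. In rBMECs, *Lsr* passed in DESeq2 (adjusted p = 4.0e-04), without replicate 1 (0.014) and without the filter on low counts (0.031), and in hBMEC-like cells the lower level of *LSR* passed with library size alone (0.043).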

Lastly, *CAV1/Cav1*, encoding caveolin 1, expected to be downregulated at the BBB, was slightly downregulated in hCECs under shear. Conversely, *PLVAP/Plvap*, known to be downregulated in the brain endothelium [64], was increased under shear in the hEC, hCEC, and rBMEC models. 

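*CAV1* encodes the coat protein of caveolae, vesicles that carry cargo across endothelium. In hCECs it was at 173 ± 32.4 CPM at high shear and 343 ± 144 CPM at low shear (SD, n = 3), lower in 3 of 3 pairs, with a log2 fold change of -0.91 (SE 0.22, adjusted p = 0.066). The log2 fold change was -0.077 (SE 0.12, adjusted p = 0.73) in hECs and, for *Cav1*, -0.54 (SE 0.21, adjusted p = 0.50) in rBMECs, and in hBMEC-like cells *CAV1* rose by 0.40 (SE 0.12, adjusted p = 0.026) on the log2 scale. Between hCECs and hECs, *CAV1* differed by -0.75 (SE 0.31, adjusted p = 0.28). *CAV1* lies on chromosome 7 of GRCh38 from 116524994 to 116561179. In hCECs, *CAV1* passed without replicate 2 (-1.19, adjusted p = 9.2e-08), with library size alone (0.0061) and in DESeq2 (0.0055). In hBMEC-like cells its increase was lost without replicate 1 (adjusted p = 0.31), without replicate 2 (0.15), without the replicate block (0.43) and in DESeq2 (0.15).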

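*PLVAP* encodes the protein of the diaphragms that cover caveolae and fenestrae of permeable vessels. It was higher in 3 of 3 pairs of hECs with a log2 fold change of 0.071 (SE 0.090, adjusted p = 0.66), and in 3 of 3 pairs of hCECs, at 4979.9 ± 289.7 against 2466 ± 791 CPM (SD, n = 3), with a log2 fold change of 1.07 (SE 0.26, adjusted p = 0.078). *Plvap* was higher in 4 of 4 pairs of rBMECs, at 19.1 ± 8.81 against 3.76 ± 1.96 CPM (SD, n = 4), with a log2 fold change of 2.35 (SE 0.36, adjusted p = 0.10). In hBMEC-like cells *PLVAP* had too few counts to be tested. The response of rBMECs differed from that of hECs by 2.26 (SE 0.43, adjusted p = 0.013), and that of hCECs by 1.08 (SE 0.30, adjusted p = 0.13). *PLVAP* lies on chromosome 19 of GRCh38 from 17351450 to 17377342. In hCECs, *PLVAP* passed without replicate 2 (0.82, adjusted p = 7.4e-07), with library size alone (0.0060) and in DESeq2 (4.4e-08), and *Plvap* in rBMECs passed in DESeq2 (1.4e-09) and without the filter on low counts (0.0052). In hECs, *PLVAP* did not pass in DESeq2 either (log2 fold change 0.067, adjusted p = 0.76).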

Interestingly, 15 BBB-associated genes were regulated by shear in hBMEC-like cells, with the bulk of these changes occurring in the transporter subset. 

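In hBMEC-like cells, 22 genes labelled in Figure 4 changed by edgeR, 16 of them transporters, and 15 by DESeq2, 12 of them transporters. Increases included *SLC40A1*, the iron exporter ferroportin (log2 fold change 0.59, SE 0.050), *SLC38A2*, a carrier of neutral amino acids (0.37, SE 0.039), *SLC2A3*, a glucose transporter (0.36, SE 0.036), *SLC7A11*, the cystine carrier (0.32, SE 0.072), and *SLC7A5*, which carries large neutral amino acids (0.27, SE 0.036). The decreases were in *SLC16A14* (-2.11, SE 0.45) and the mitochondrial carriers *SLC25A3* (-0.13, SE 0.037) and *SLC25A5* (-0.12, SE 0.040). *SLC16A14* was at a low level, 1.55 CPM at low and 0.346 CPM at high shear, and DESeq2 gave it no adjusted p. For *SLC25A5* the adjusted p in DESeq2 was 0.052. Of the solute carriers of the BBB, 12 of 32 rose and 1 fell (14 and 3 adjusted over the list alone), with a median of 0.12 (adjusted p = 0.063 from fry). The response of this list was below that of hCECs (median difference -0.11, adjusted p = 0.020, adjusted p = 0.20 with an estimated correlation) and was not shown to differ from that of hECs (0.21, adjusted p = 0.12). Receptors of receptor-mediated transport rose in 7 of 11 cases and fell in 0 (7 and 0 adjusted over the list alone), led by *LRP1*, a lipoprotein receptor (0.45, SE 0.037), with a median of 0.21 (adjusted p = 0.027, adjusted p = 0.34 with an estimated correlation). Genes of caveolae and vesicular transport rose in 6 of 12 cases and fell in 0 (6 and 0), including *EHD2*, which stabilizes caveolae (0.68, SE 0.061), and ABC transporters in 4 of 13 and 0 (4 and 1), including *ABCA3*, a lipid transporter (0.54, SE 0.093), while *CGNL1* was the only one of 21 genes of tight junctions that changed (0.42, SE 0.051). No gene of these lists was called without the replicate block, and without replicate 2 the increases numbered 4 in receptor-mediated transport and 3 in caveolae and vesicular transport, where 2 remained without replicate 1, while 1 of the ABC transporters rose without replicate 3.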

Only *SLC6A6/Slc6a6,* which encodes a cation-dependent transporter, was regulated in a conserved manner across all models. 

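*SLC6A6* encodes the carrier of taurine, which moves with sodium and chloride. It rose in hECs from 28.8 ± 1.99 to 81.7 ± 12.4 CPM (SD, n = 3), a 2.82-fold rise (SE 0.080 on the log2 scale, adjusted p = 1.1e-04), and in hCECs from 14.3 ± 0.994 to 58.4 ± 6.98 CPM, a log2 fold change of 2.04 (SE 0.14, adjusted p = 3.2e-04). In hBMEC-like cells it rose by 0.30 (SE 0.073, adjusted p = 0.0062) on the log2 scale. *Slc6a6* was higher in 4 of 4 pairs of rBMECs, at 157 ± 22.9 against 50.8 ± 24.3 CPM (SD, n = 4), with a log2 fold change of 1.74 (SE 0.22, adjusted p = 0.052) in edgeR and an adjusted p of 3.7e-12 in DESeq2. The increase was smaller in hBMEC-like cells than in hECs (-1.19 (SE 0.14, adjusted p = 0.0018)) and hCECs (-1.81 (SE 0.14, adjusted p = 2.9e-04)), while hCECs and rBMECs were not shown to differ from hECs (0.62, adjusted p = 0.057, and 0.24, adjusted p = 0.78). *SLC6A6* lies on chromosome 3 of GRCh38 from 14402576 to 14489349. Over all genes, edgeR called 97 genes in each of the 3 human models, of which 50 rose in all of them and 4 fell in all of them. Called in the same direction in all 4 models were 0 genes by edgeR and 3 by DESeq2, which are *SLC6A6*, *PODXL* and *DYSF*. The call in hBMEC-like cells was lost without replicate 2 (adjusted p = 0.16) and without the replicate block (0.24), and *Slc6a6* in rBMECs also passed without replicate 1 (0.019), without the filter on low counts (0.0018) and with RLE normalization (0.049).

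**Figure D3:**
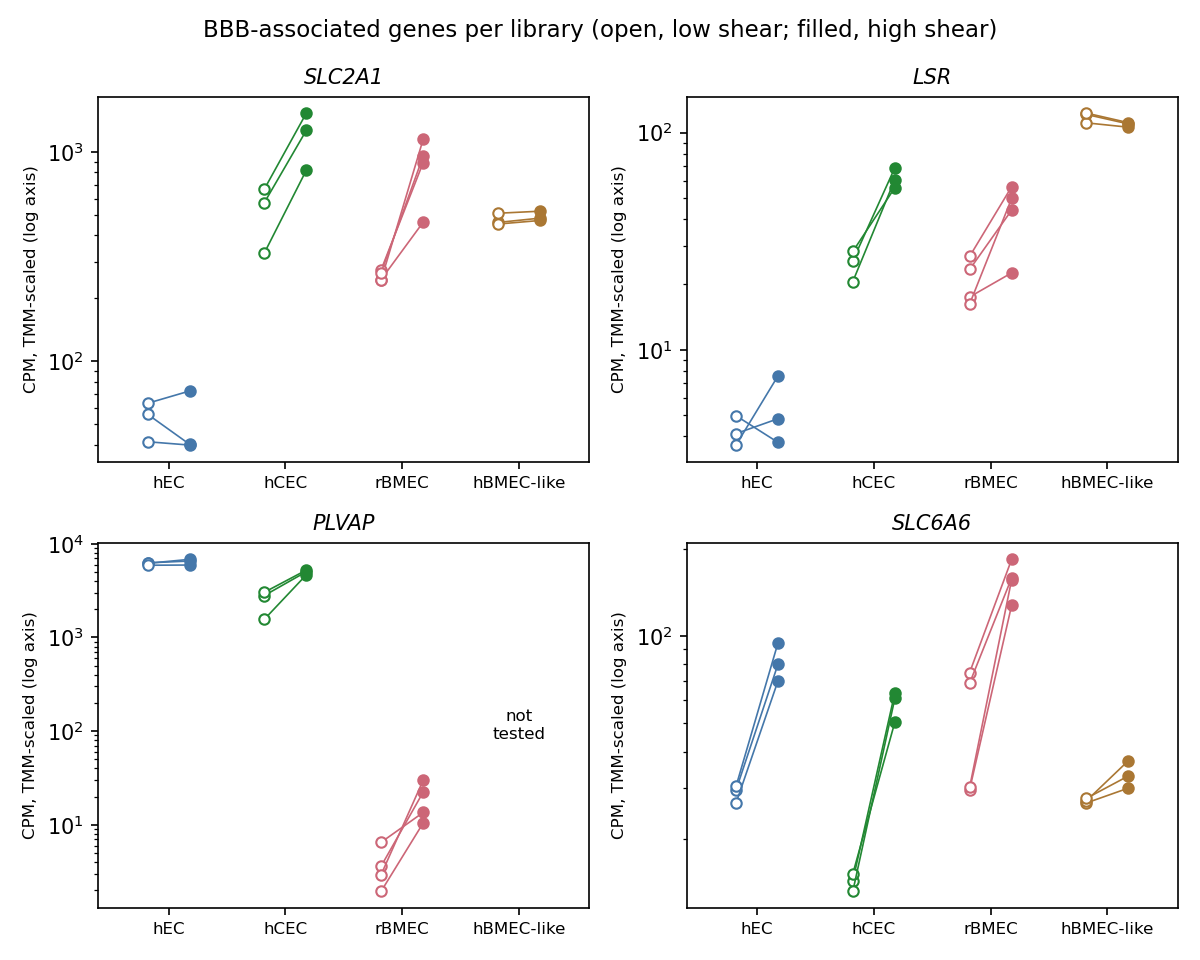
Levels in CPM of *SLC2A1*, *LSR*, *PLVAP* and *SLC6A6* on log axes, each point a library at low (open) or high (filled) shear, with a line for each pair. *SLC6A6* is higher at high shear in every pair of the 4 models.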

Interestingly, the model lacking BBB character, hECs, had the most BBB-associated genes that were decreased by shear. 

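Among the genes of Figure 4 that fell in hECs were carriers of amino acids and of other nutrients, although carriers also make up most of its labels. *SLC7A5*, a carrier of large neutral amino acids (log2 fold change -2.64, SE 0.51), *SLC38A5*, a glutamine carrier (-2.12, SE 0.47), *SLC16A1*, a carrier of lactate (-1.34, SE 0.078), *ABCA1*, which exports cholesterol (-2.18, SE 0.13), and *TFRC*, the transferrin receptor (-0.92, SE 0.17), fell. Increases included *SLC16A14* (2.53, SE 0.46), *CAVIN2*, a coat protein of caveolae (1.32, SE 0.19), and *INSR*, the insulin receptor (0.70, SE 0.14). Levels of *SLC38A5* were low, at 1.40 CPM at low and 0.287 CPM at high shear, and *SLC16A14* was at 1.12 and 6.85 CPM. Of the solute carriers of the BBB, 10 of 31 fell and 6 rose in hECs (11 and 8 adjusted over the list alone, median 0.025, adjusted p = 0.65 from fry), whereas 5 of 30 rose and 0 fell in hCECs (11 and 1), and in rBMECs 0 of 33 rose and 0 fell by edgeR (3 higher and 1 lower adjusted over the list alone, 5 at an unadjusted p under 0.05, 3 higher and 1 lower by DESeq2). The hCEC response of this list was above that of hECs (median difference 0.35, adjusted p = 0.0021, adjusted p = 0.035 with an estimated correlation), and so was that of rBMECs (0.30, adjusted p = 0.040, adjusted p = 0.30 with an estimated correlation). Receptors of receptor-mediated transport fell in 5 of 11 cases and rose in 2 (7 and 2 adjusted over the list alone, adjusted p = 0.025, adjusted p = 0.32 with an estimated correlation), including *LRP1* (-1.48, SE 0.13) and *VLDLR* (-2.08, SE 0.28). Of the genes of tight junctions, 6 of 18 fell, including *CGN*, cingulin (-3.66, SE 0.48), and 4 rose, including *CLDN1*, claudin 1 (3.04, SE 0.32), with 7 and 4 adjusted over the list alone. Epithelial markers averaged 1.57 at low and 0.968 at high shear in hECs on the log2(CPM + 1) scale, with low-shear replicate 2 highest at 2.59. Whether cells with such markers gave the fall of *CGN* was not tested. Without replicate 1, 3 of the blood-brain barrier solute carriers fell and 3 rose in hECs and 0 genes of tight junctions fell, and without replicate 2, 13 of these carriers rose in hCECs.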

Our analysis suggests that a subset of BBB-associated genes is regulated by shear stress and that this response is not conserved within the hEC model.

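Between hCECs and hECs, the shear response of 351 genes differed (165 above and 186 below in hCECs), among them the matrix proteoglycan gene *VCAN*, with a difference of 3.49 (SE 0.22, adjusted p = 1.3e-04), and *CDH11*, an adhesion molecule of mesenchymal cells (3.68 (SE 0.23, adjusted p = 1.3e-04)). Between hBMEC-like cells and hECs, 597 genes differed, including *TOP2A* (-1.94, adjusted p = 0.0028), and 222 of these were called in opposite directions in the 2 models. Between rBMECs and hECs, 662 genes differed, again including *TOP2A* (-2.57, adjusted p = 0.0018). hBMEC-like cells and hCECs differed in 822 genes, and rBMECs and hCECs in 692. These counts depend on the models in the joint fit: with only the 2 models compared, 2439 genes differed between hBMEC-like cells and hECs and 819 between hBMEC-like cells and hCECs, so their order turned (1450 and 1337 by DESeq2 in the joint fit). With 2 models fitted, 125 genes differed between hCECs and hECs, 524 between rBMECs and hECs and 201 between rBMECs and hCECs. Many changes of hCECs and hECs were nonetheless shared, with 206 genes higher in both, where 24.7 would be shared by chance, and 128 lower in both (14.5 by chance), against 6 and 4 called in opposite directions. In contrast, 261 genes rose in hBMEC-like cells and fell in hECs (103.8 by chance), more than the 151 that rose in both (97.0 by chance). With rBMECs, the shared calls were 4 in hECs and 5 in hCECs, against 5 and 0 in opposite directions (4 of the 5 rose in rBMECs and fell in hECs, 0.905 by chance). DESeq2 turned the order for hECs, with 46 genes higher in both (14.3 by chance) and 21 lower in both (8.51 by chance) against 51 in opposite directions, and in hCECs 1 was opposite. Without the replicate block, 92 genes differed between hCECs and hECs and 258 between hBMEC-like cells and hECs, and the counts without 1 replicate ranged from 129 to 1098 and from 21 to 124. From these responses of BBB-associated genes, the paper proposes that shear regulates a subset of them and that hECs do not share this response.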

### 3.6. Identification of Potential Upstream Regulators That Could Drive Transcriptional Differences Between BBB Models and the hEC Model

We hypothesized that the differential shear responses observed between the hEC and the BBB models could be driven by the differential expression of shear-responsive transcription factors or their associated machinery that results from their underlying BBB character. We employed multiple tools that have been developed to predict upstream regulators of transcriptional changes, including ChEA3 [47] and BARTweb [48] (Figure 5). Both utilize previously published ChIP-seq datasets and predict potential transcription factors that could account for any observed transcriptional changes. ChEA3 and BART analyses were performed with all genes differentially upregulated at high shear according to DESeq2 for each model. The transcription factors themselves do not need to be differentially expressed under high shear. However, we did limit our results to transcription factors with an FDR/Irwin-Hall *p*-value (as reported by ChEA3/BART respectively) of less than 0.05 and an average expression of at least 1 TPM to ensure that the transcription factor was expressed (Figure 5A–C). Similar to GO analysis, ChEA3 and BART do not account for the fold change. Therefore, we also utilized Quaternary Prod [65], which takes both fold change and *p*adj from DESeq2 into account while predicting potential upstream regulators. Further, and partially accounting for differences in outputs between the analysis methods, Quaternary Prod includes both transcription factors and other upstream regulators, like signaling proteins as potential driving factors (Figure 5D, Supplemental File S9). We then compared transcriptional regulators generated by each analysis package and identified those that were differentially regulated between hECs and either hCECs or rBMECs, to identify potential regulators of BBB-selective responses to shear (Figure S4).

Upstream regulators suggested by ChEA3, BART, or Quaternary Prod identified pathways known to be involved in BBB development and reinforced hits from the prior analysis (Figure S4). For example, *SMAD4* is involved in TGFβ superfamily signaling transduction, while *RXRA* and *RARG* are retinoic acid receptors (Figure S4B). This is consistent with GSEA results, which saw changes in both TGFβ and PPAR signaling in response to shear in some of the models (Figure 3D). Quaternary Prod returned two additional hits, *ATIC* and *EDN1,* which were elevated in hCECs and rBMECs and not identified in hECs (Figure 5D,E). *EDN1* encodes a precursor to endothelin-1, a signaling protein that drives vascular contraction, though interestingly, this regulator was not predicted to be involved in the hEC response to shear [66]. Next, we identified regulators with different directionality in response to shear in the BBB (hCEC and rBMEC) and non-BBB (hEC) models (Figure 5E). Of the 5 upstream regulators shared between these three models (Figure S4), 3 were differently regulated and of the 75 between hECs and either hCECs or rBMECs, 33 were differently regulated (Figure 5B–D). Among the differently regulated upstream regulators were *SMAD4* and the shear-responsive transcription factors *KLF2* and *KLF4* (Figure 5E and Figure S4).

### 3.7. Restoration of Shear Stress Is Not Sufficient to Prevent Dedifferentiation over Prolonged In Vitro Culture

Finally, we assessed if shear stress helped to maintain a BBB-like transcriptome in cultured rBMECs. It has long been known that BMECs dedifferentiate upon in vitro culture. Previous work [30,31] and some of the data presented above (Figure 4) suggest that some aspects of dedifferentiation could be reversed by the application of shear stress. A recent transcriptomic analysis of the impact of dedifferentiation in mouse BMECs (mBMECs) identified 164 genes associated with BBB and endothelial phenotypes that are downregulated in mBMECs as a consequence of in vitro culturing [50] (Figure 6A). To explore whether shear could substantially impact culture-induced dedifferentiation, we compared rBMECs under low (RL) and high (RH) shear to the aforementioned dataset, which compared acutely isolated mBMECs (MV) to cultured mBMECs (MC) [50]. Initially, we assessed whether high shear stress rescued the expression of any of the 164 BBB genes reportedly lost during long-term in vitro culture (Figure 6A). The rBMECs were cultured in vitro for a similar length of time to the mBMECs in culture, and several genes, such as *Acacb, Ccl21a/Ccl21*, *Notum*, and *Slc7a3*, exhibited reduced expression, similar to what was observed with the cultured mouse BMECs. 

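*Acacb*, which encodes a mitochondrial acetyl-CoA carboxylase, was at 19.2 ± 4.25 CPM at low shear and 13.8 ± 7.53 CPM at high shear in rBMECs (SD, n = 4). *Ccl21*, a chemokine that guides lymphocytes, had 0 counts in all 8 libraries, *Notum*, which inactivates Wnt ligands, was at 0.355 CPM at low and 0.226 CPM at high shear, and *Slc7a3*, a carrier of cationic amino acids, at 0.396 and 0.159 CPM. *Notum* had from 0 to 25 counts per library and *Slc7a3* from 1 to 29. Freshly isolated cells and the mouse cultures are not among the libraries used here, so these are levels after culture and not changes with culture.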

We observed that 14 out of the 164 genes were expressed at a higher level in rBMECs under high shear, including *Slc2a1*. 

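Among the 14 genes marked as higher at high shear in Figure 6A, *Bhlhe40*, a transcriptional repressor (log2 fold change 1.37), *Wfdc1*, a secreted protein with a protease inhibitor fold (2.21), and *Ly6c* rose in rBMECs, with adjusted p-values of 0.031, 0.039 and 0.047. *Ly6c*, a surface protein of brain endothelium, was close to absent at low shear, at 0.00908 CPM against 1.53 CPM at high shear, so its fold is not printed. All 14 were higher in 4 of 4 pairs, and DESeq2 called all 14. The paper marked these genes by its own DESeq2 test of the same cultures. That call and the shared direction of the pairs are therefore not independent support. Values that did not pass in edgeR included *Slc38a3*, a glutamine carrier (1.32 (SE 0.19, adjusted p = 0.073)), *Pglyrp1*, a peptidoglycan recognition protein of the BBB (1.35 (SE 0.23, adjusted p = 0.11)), *Sema7a*, a membrane semaphorin (0.90 (SE 0.15, adjusted p = 0.11)), *Ptprr*, a tyrosine phosphatase (1.19 (SE 0.22, adjusted p = 0.16)), and *Flvcr2*, a choline transporter of brain vessels (0.76 (SE 0.17, adjusted p = 0.23)). Without the filter on low counts edgeR called 11 of the 14, without replicate 1 it called 12, and without replicate 2, 3 or 4 it called 0.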

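Under high shear, the sialyltransferase gene *St6galnac2* was at 2.23 ± 1.19 CPM in rBMECs, against 5.75 ± 1.70 CPM at low shear (SD, n = 4). It was lower in 4 of 4 pairs, with a log2 fold change of -1.47 (SE 0.29, adjusted p = 0.16) in edgeR. The decrease passed in DESeq2 (adjusted p = 6.5e-04) and in edgeR without the filter on low counts (0.038). In hECs the human gene *ST6GALNAC2* fell by 2.62 on the log2 scale (SE 0.29, adjusted p = 0.0013).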

Only one gene, *St6galnac2*, was downregulated both by high shear and extended culture. To more quantitatively determine if the application of high shear drives a more in vivo-like transcriptome we calculated the coefficient of determination (R^2^), which functionally represents the goodness of fit of each rBMEC sample to the average TPM of acutely isolated mBMECs over the entire transcriptome (Figure 6B). However, when looking at the whole transcriptome, there was no statistically significant improvement in R^2^ (Figure 6D), suggesting that the application of high shear did not generally make the transcriptome of the rBMECs more similar to that of the in vivo mBMECs. We then limited the analysis to only those BBB genes listed in Figure 6A that are downregulated upon in vitro culture [50]. There was a small but statistically significant improvement in R^2^ (Figure 6C,E). Overall this suggests that high shear may positively impact some of the BBB genes reduced upon in vitro culture but not when considering the global transcriptome.

## 4. Discussion

Here, we performed bulk RNA sequencing on a naïve EC model and three models that have been used to represent various properties of the BBB. The BBB models were chosen to capture a broad swath of potential usages. rBMECs are a definitively specified primary cell model with BBB-relevant efflux activity, though previous work has identified de-differentiation that occurs during in vitro culture [24,38,50]. The recently reported hCECs express high levels of endothelial markers and several BBB transporters [34,35]; however, they lack physiological barrier properties and efflux transporter functions. Finally, hBMEC-like cells possess substantial tight junctions and efflux transport enabling the modeling of resistance of the BBB, but they express low levels of endothelial-specific genes and proteins, limiting their utility for studies regarding endothelial function and BBB development. This hBMEC-like model in particular has been utilized in microfluidic constructs to model the BBB in a physiologic mechanical environment [26,31,54,67,68,69,70]. Our analysis contributes to a better understanding of the transcriptional impact of shear on in vitro cellular BBB models in a head-to-head experimental comparison between primary rBMEC and iPSC-derived models. Our results demonstrate that the application of shear to in vitro BBB models does not provide a uniform cell response and that users of these models should consider shear responsiveness in their selection of models. While all models tested in this study exhibited shear-responsive gene transcription, shear was unable to restore significant in vivo-like characteristics to primary rBMECs and did not substantially induce BBB-like phenotypes in hPSC-derived cells. However, shear did induce a modest number of BBB-associated genes, suggesting that it can be a valuable tool for enhancing some BBB functionality in the models, depending on the application. For example, shear increased the expression of *SLC2A1/Slc2a1*, *SLC6A6/Slc6a6*, and *LSR/Lsr* in the hCEC and rBMEC models, suggesting that shear increases active transporter activity in these models, but these effects were not seen across all models tested. Thus, when choosing specific BBB models and whether or not to apply shear, researchers should carefully consider whether it influences the properties relevant for the desired application. Using the transcriptome data reported here, researchers could predict whether the application of shear will improve model performance to assess the BBB permeability of drug compounds, model the effects of disease on BBB phenotypes, and other applications.

To ensure that the geometry of the cell culture substrate and medium depletion effects did not impact the analysis of the effects of shear stress, we utilized low, but non-zero, shear stress applied to cells in the microfluidic chips as a comparative low-shear control. A low level of fluid flow ensured that the cells under low shear conditions (~0.5 dyne/cm^2^) did not suffer nutrient or oxygen depletion over the 72 h treatment [32,71]. While this low shear condition is below that typically required to induce shear-responsive gene expression and phenotypes in ECs [10,11,72], the culture conditions represent the closest comparative control for an evaluation of the impacts of physiological shear conditions.

Our analysis revealed hundreds of differentially regulated genes between high and low shear across the four models. hBMEC-like cells demonstrated the fewest genes that changed more than 2-fold in either direction (Table 1), perhaps as a result of the lower endothelial nature of these cells. rBMECs demonstrated the fewest differentially expressed genes overall, and this may be partially explained by their previous exposure to shear in vivo. Transcriptional network analysis using Quaternary Prod identified conserved networks enriched by shear in hCECs and rBMECs (e.g., *MMP2/Mmp2*, *EDN1/Edn1*, and *ATIC/Atic*) and in hBMEC-like cells and rBMECs (e.g., *KLF4/Klf4* and *CTTN/Cttn*). However, the hPSC-derived cells exhibited transcriptional network enrichment that was not found in the rBMECs, and these networks depended on the specific model (Figure 5). The basis of these differences is not clear and may be related to species specificity, a lack of complete BMEC specification in the hPSC-derived cells, and/or differences in the derivation and culture of the cells prior to application of shear. Our results also demonstrated that shear-regulated genes in hECs, hCECs, and rBMECs were associated with GO terms relevant to shear stress (Figure 3A), individual shear-responsive transcripts (Figure 3B), and pathways involved in the shear response via GSEA (Figure 3D). The hBMEC-like cells experienced minor increases in several shear-response elements according to GO, but did not return any statistically significant terms relevant to the shear response. Cell proliferation terms, shown to be reduced in endothelial cells under shear stress and in some BMEC models [8,10,11,73,74], were upregulated in hEC and hCEC GSEA results and downregulated in rBMECs (Figure 3D). Some of these differences may stem from the duration of shear treatment. Prior work, which demonstrated that immortalized BMECs and hBMEC-like cells do not align under shear, did observe, via video analysis, an increase in proliferation at 40 h, roughly half of our treatment duration. It is also possible that GSEA did not accurately assess the transcriptional readout, given that we used the 20 terms with the highest and lowest enrichment factors, which emphasizes the importance of utilizing multiple analysis packages, as well as follow up experiments [24,25]. Similarly, TGFβ signaling is known to increase in ECs under short-term (<24 h) shear application [15,16,75]. We observed GO terms relevant to TGFβ signaling in all four models, and GSEA suggested the downregulation of TGFβ signaling in the hECs, while Quaternary prod analysis suggested that SMAD4 and BMP4, both components of TGFβ superfamily signaling, were differentially regulated, between the hECs and BBB models as well as matching the downregulation predicted by GSEA for hECs. It is possible that compared to a 24 h shear duration, long-term shear application has led to feedback inhibition in our hECs. This is consistent with some of our signaling results, as well as Quaternary Prod results for *KLF2* and *KLF4*, which were both listed as downregulated upstream regulators in hECs (Figure 5C) despite being upregulated at the transcriptional level (Figure 3C) and well known to drive the endothelial shear response in the literature [21,22,23].

Interestingly, the expression of some BBB-associated genes increased under shear, including *LSR* and *SLC2A1* in rBMECs and hCECs. This suggests some reversal of the loss of BBB-relevant transcription under in vitro culture at the transcriptional level (Figure 4). Along these lines, we observed a slightly more in vivo-like rBMEC transcriptome after treatment with high shear, but only with regards to BBB genes, whereas across the global transcriptome, there was no measurable impact due to shear (Figure 6). However, by assessing the effects of shear on various BMEC and EC models after 72 h, we identified genes and pathways regulated by chronic shear. This time frame also limits the conclusions that we can make regarding acute, transient responses to shear. It is possible that over the short term, a different transcriptional response may occur [76].

## 5. Conclusions

Our study demonstrates that primary and hPSC-derived endothelial cells are shear-responsive, but that specific genes and pathways regulated by shear differ by model. Notably, genes regulating molecular transport respond to shear in a manner consistent with the BBB character in rBMEC and hCEC models. Our data provide a valuable resource to inform in vitro BBB model use, as well as the impacts of longer-term shear on these cell types that have previously been more significantly characterized under static conditions [1,12,41]. Given that shear-based BBB systems possess much higher experimental complexity, researchers seeking to deploy these models should use the provided datasets to consider the impacts that shear has on the expression of their gene(s) of interest. For instance, we found that shear stress alone only modestly rescued the BBB de-differentiation caused by long term culture, and therefore, the impacts of shear on BBB property induction in many cases may not outweigh the experimental challenges of implementation. These findings also motivate future work on elucidating the mechanisms by which various BMEC models respond to shear stress and how shear stress can influence BBB phenotypes in these models.

## Figures and Tables

**Figure 1:**
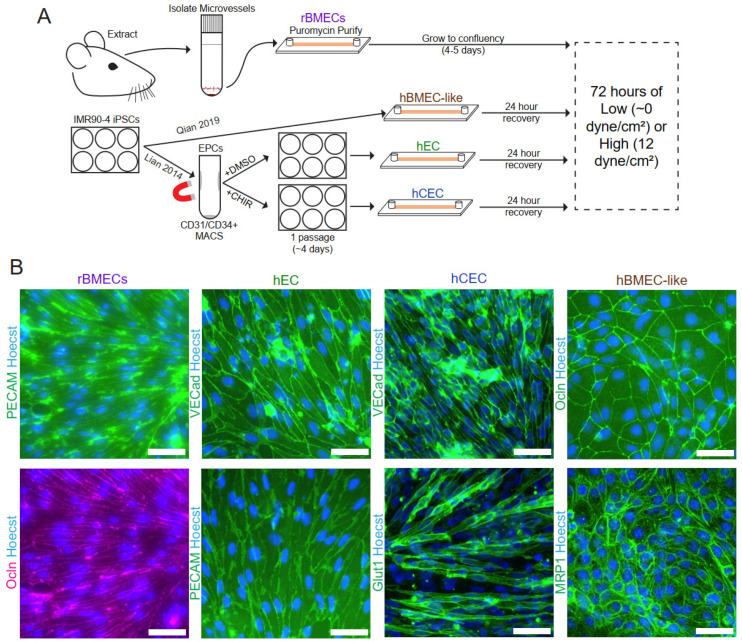
Model establishment and validation. (**A**) Schematic of model isolation/differentiation methods prior to the application of shear stress. (**B**) Immunofluorescent analysis of endothelial and BBB markers in rBMECs, hECs, hCECs, and hBMEC-like cells with protein expression and localization consistent with the previously published literature for these models. rBMEC immunofluorescence panels are from the same microscope field of a sample double-labeled for PECAM-1 and Occludin. Scale bars = 50 μm.

**Figure 2:**
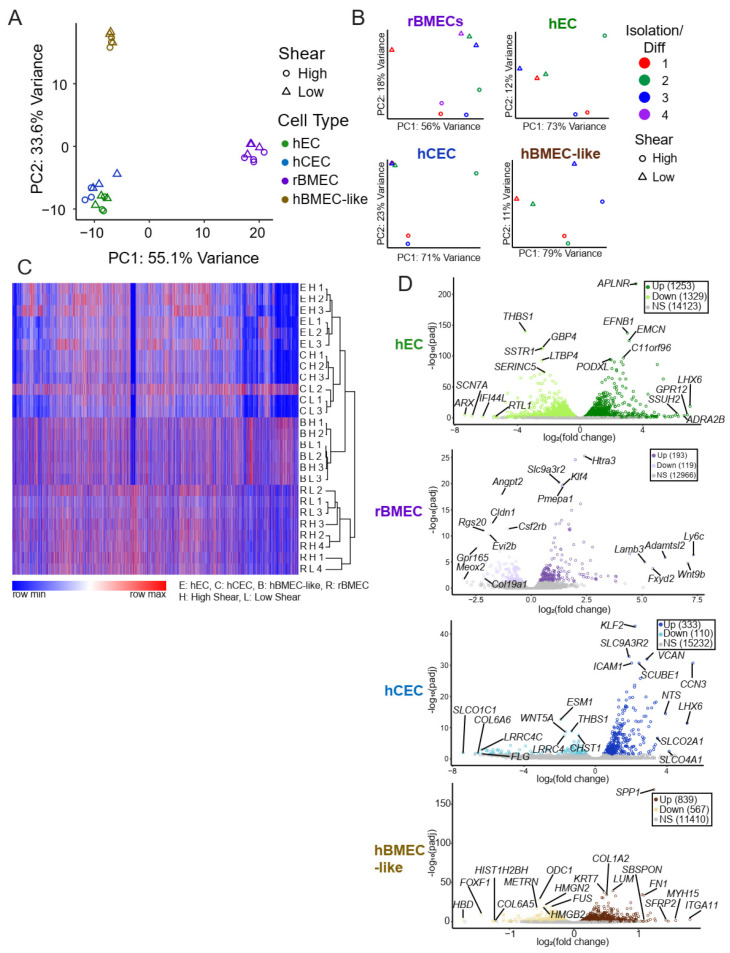
Unbiased whole transcriptomic analysis. (**A**) Principal component analysis utilizing TPM for each model under low and high shear only using genes that have an established rat orthologue. (**B**) PCA of each individual model utilizing variance-stabilized counts according to DESeq2. Rat brain samples were collected over three separate rat brain isolations and underwent shear in three separate events and were analyzed via paired analysis both for PCA and DESeq2s. Similarly, three separate iPSC differentiations were collected with and without shear. (**C**) Overall heat map of hierarchical clustering of log_10_(TPM + 1) from all models. Any genes without an established ortholog or with an average TPM across all samples of less than 1 were excluded. We observed an approximately 10% loss of genes due to the lack of orthologs. Gene clustering is from hECs, and order is maintained across all other samples. The color indicates the row-normalized minimum or maximum per gene. Heat map and hierarchical clustering were performed using the Morpheus tool from the Broad Institute (https://software.broadinstitute.org/morpheus, accessed on 18 December 2024). (**D**) Volcano plots for each model with the top five genes with the highest fold change and the five with the lowest *p*adj are labeled. Grey indicates statistically insignificant fold changes (*p*adj > 0.05 via DESeq2).

**Figure 3:**
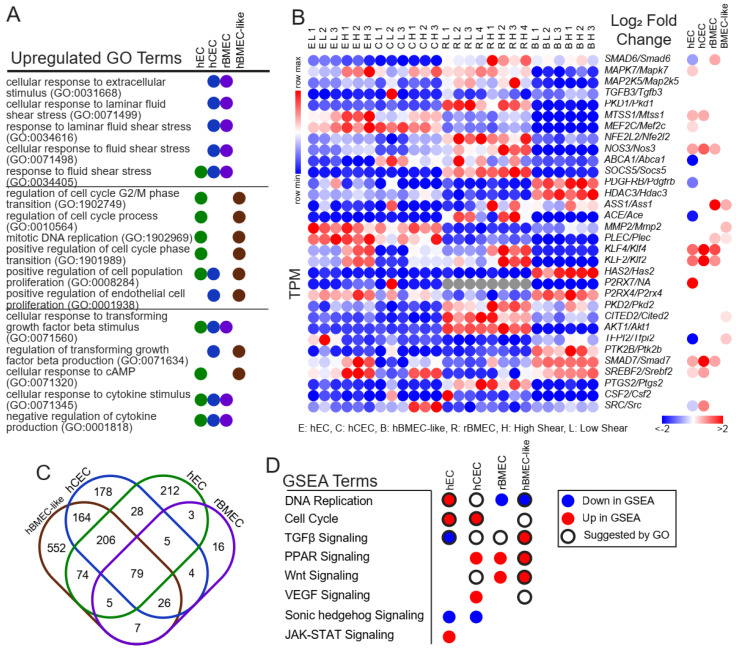
Pathway analysis and comparison between models. (**A**) Selected GO terms with an FDR < 0.05 returned from all differentially expressed genes in each model with a positive log_2_(fold change) > 0 and *p*adj < 0.05. The remaining GO terms are provided in Supplemental File S5. (**B**) Individual genes within the “response to fluid shear stress” (GO:0034405) gene set. Left is the TPM in each model replicate with relative expression. Right is the log_2_(fold change high versus low) as reported by DESeq2. All nonsignificant results are colorless (*p*adj > 0.05 via DESeq2). (**C**) Venn diagram of overlapping GO results between models. Numbers are the total GO terms. (**D**) Direction of the listed pathways if they were in the top twenty most enriched pathways according to GSEA analysis. Colors indicate the direction. Black rings indicate that GO terms related to this pathway were also enriched.

**Figure 4:**
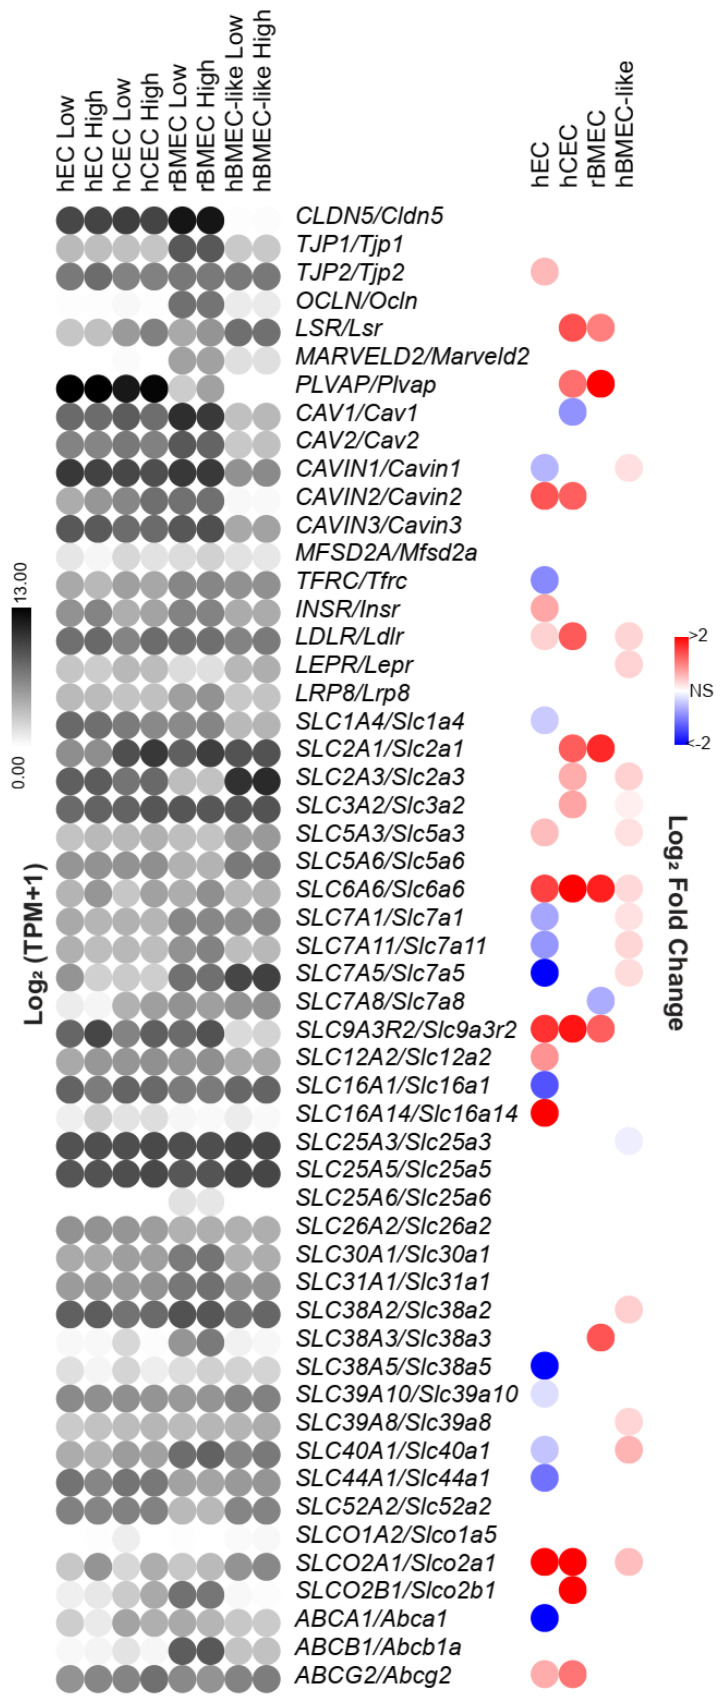
Shear regulation of BBB-associated genes. The gene list includes tight junction and vesicular transport genes and enriched *SLC* and *ABC* transporter genes identified as highly expressed in BMECs, identified in a compiled brain single-cell sequencing analysis. Since this list was compiled with respect to human BBB gene expression, rat gene names were converted utilizing the Homologene2 list. Left is the log_2_(TPM + 1) of the average expression in each model under low or high shear. Right is the log_2_(fold change) as a result of shear as reported by DESeq2. All nonsignificant results are colorless.

**Figure 5:**
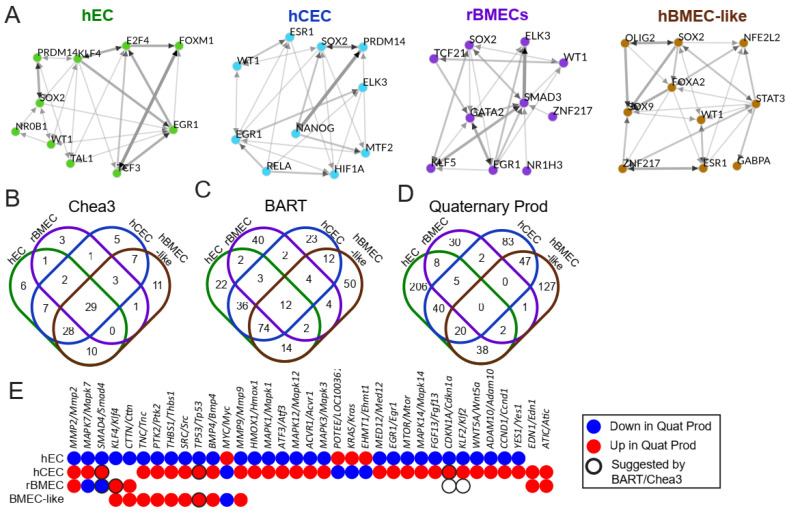
Upstream regulator analysis. (**A**) Top 10 enriched transcription factors from ChEA3 derived from a meta ChIP-seq in the “literature” library suggested from ChEA3 to account for upregulated genes between high and low shear in each model (with an FDR < 0.05). Graphs were generated using ChEA3 and represent the top 10 most statistically significant transcription factors that may account for differences between high and low shear in each model. The thickness and color of the arrow represent the number of overlapping downstream targets. (**B**) Venn diagrams demonstrating the total number of suggested upstream transcriptional regulators and overlaps between them. Results were generated using the “literature” library, and any transcription factor with an average TPM < 1 or FDR > 0.05 was removed. (**C**) BART ChIP-seq analysis results compared between the models. Any transcription factor with an average TPM < 1 or Irwin-Hall *p*-value > 0.05 was removed. (**D**) Quaternary Prod analysis results compared between the models. Any potential upstream regulator with an average TPM < 1 or *p*adj > 0.05 was removed. (**E**) Chart highlighting upstream regulators that were differentially regulated between hECs and either rBMECs or hCECs. Colors indicate the direction, and black rings represent transcription factors suggested by BART or ChEA3.

**Figure 6:**
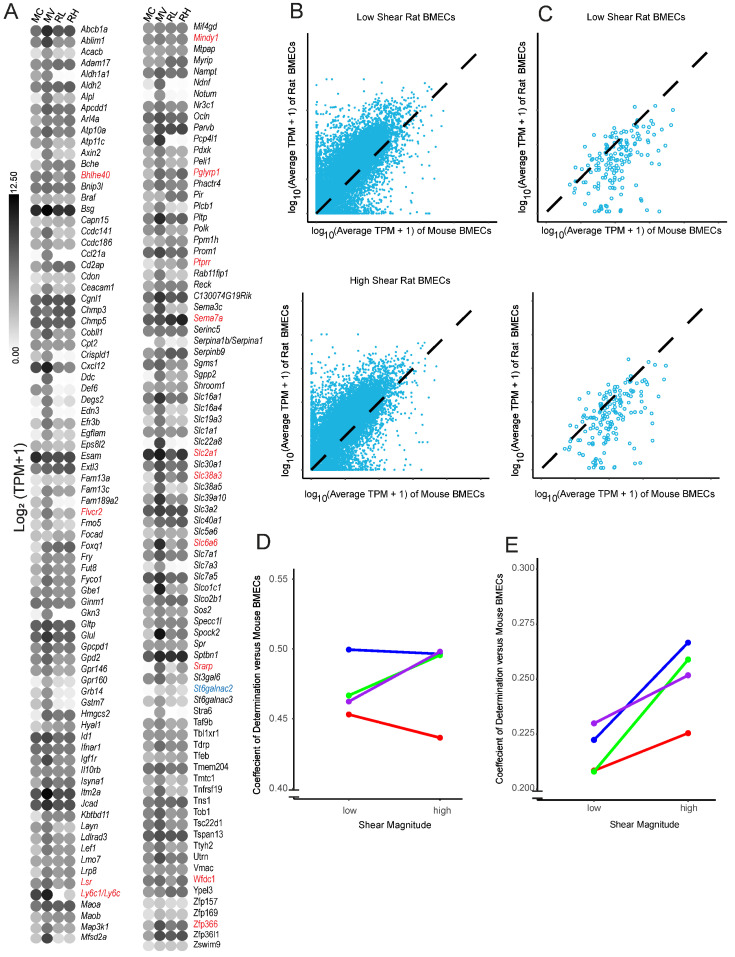
Comparison of rBMECs cultured with and without shear to acutely isolated mBMECs. (**A**) A list of BBB-relevant genes for which expression declined under long-term in vitro culture conditions [50] in mBMECs. The color of the dot represents the log_2_(average TPM + 1) from either our dataset or Sabbagh et al., 2020 [50]. Names are mouse genes. Cultured mBMECs (MC), acutely isolated mBMECs (MV), rBMECs under low shear (RL), and rBMECs under high shear (RH). Genes from this list that showed a statistically significant change via DESeq2 are in red font if upregulated and blue font if downregulated by shear in the current study. (**B**) Example plot of a linearity comparison between rBMECs under low or high shear and prior work with acutely isolated mBMECs. The TPM from rBMECs in high or low shear (y axis) versus the average TPM of the matched gene in acutely isolated mBMECs (x axis) is shown. Black dashed lines represent the theoretical perfect alignment. (**C**) Same linearity comparison as B, but with a limited dataset, including only those genes that were identified by Sabbagh et al. [50] as BBB downregulated in cultured mBMECs. (**D**) Coefficients of determination (R^2^) for whole transcriptomes from each linearity graph (B) for every rat isolation vs. acutely isolated mBMECs. Colors represent separate rBMEC isolations, and lines connect paired shear datapoints. No statistical significance was observed via a paired Student’s *t*-test. (**E**) Identical analysis to (**D**), except instead of assessing the whole-transcriptome alignment, only those BBB genes lost upon in vitro mBMEC culture are evaluated. *p* < 0.05 via paired Student’s *t*-test. Colors represent separate rBMEC isolations, and lines connect paired isolations.

**Table 1:** Summarized results of numbers of features differing between high- and low-shear conditions. The numbers represent features with both a *p*adj < 0.05 from DESeq2 and a fold change greater than 2.

Model	hEC	hCEC	rBMEC	hBMEC-like
**Upregulated**	1253	333	193	839
**Downregulated**	1329	110	119	567
**Upregulated (>2 fold)**	480	187	92	18
**Downregulated (>2 fold)**	558	81	42	11
**GO Hits (Up)**	611	689	144	1112
**GO Hits (Down)**	66	67	0	275
**ChEA3 Hits**	83	82	40	90
**BART Hits**	165	166	65	172
**Quaternary Prod**	331	208	49	241

## Data Availability

All raw sequencing data are available at GEO Accession Number GSE277559.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biom15020193/s1, Table S1: Antibodies utilized; Figure S1: Differentiation and rBMEC culture schemes; Figure S2: Microfluidic device setup; Figure S3: Minus Average (MA) plots for each of the models; Figure S4: Transcription factor analysis; File S1: RNAQCReport; File S2: Counts; File S3: TPM; File S4: DESeq2; File S5: GO; File S6: GSEA; File S7: ChEA3; File S8: BART; File S9: Quaternary Prod.

# Supplementary material for: Transcriptional Responses of In Vitro Blood–Brain Barrier Models to Shear Stress
**Source:** Biomolecules. 2025 Jan 29;15(2):193. doi: 10.3390/biom15020193
**Supplement:** Supplementary file 1

Table S1 Antibodies utilized

**Target**	**Manufacturer**	**Cat. No.**	**Concentration**
Glut1	Invitrogen	MA1-37783	1:100 (ICC)
PECAM/CD31	Lab Vision	RB-10333 - P	1:100 (ICC)
Occludin	Invitrogen	33-1500	1:50 (ICC)
VE Cadherin/CD144	Santa Cruz	sc-52751	1:25 (ICC)
MRP1	Sigma Aldrich	MAB4100	1:50 (ICC)
Goat Anti-Mouse IgG (H+L) 488	Invitrogen	A11001	1:200 (ICC)
Goat Anti-Mouse IgG (H+L) 647	Invitrogen	A32728	1:200 (ICC)
Goat Anti-Rabbit IgG (H+L) 488	Invitrogen	A11008	1:200 (ICC)

4.9 Supplemental Figures

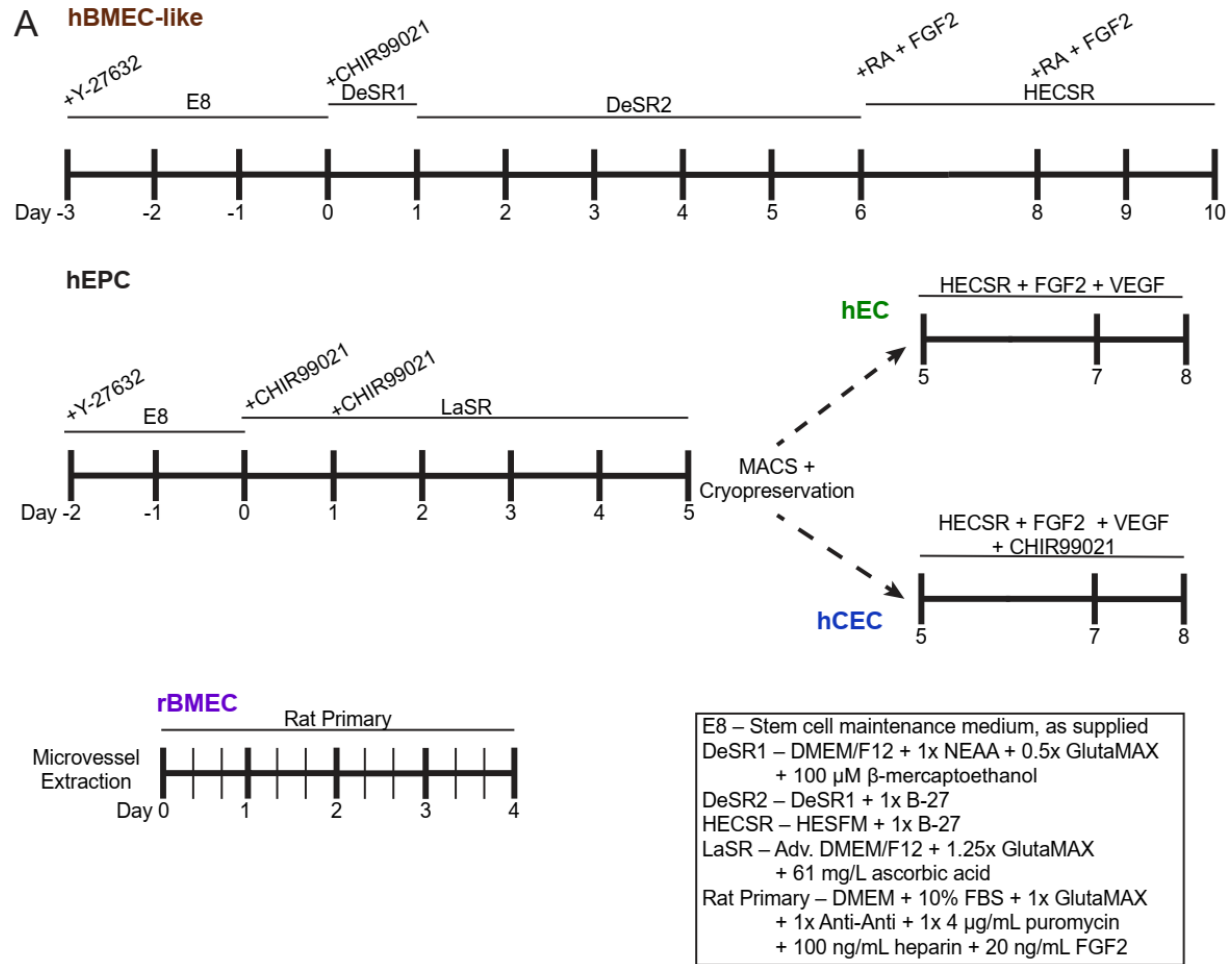

Figure S1 Differentiation and rBMEC culture schemes. Heavy vertical lines represent daily media changes, thinner vertical lines represent 8 hour media changes. Medium and supplements are provided above the timeline. Differentiated hBMEC-like, hEC and hCECs were replated into the microfluidic chips on the final day depicted. rBMECs were always in the chip due to passaging constraints.

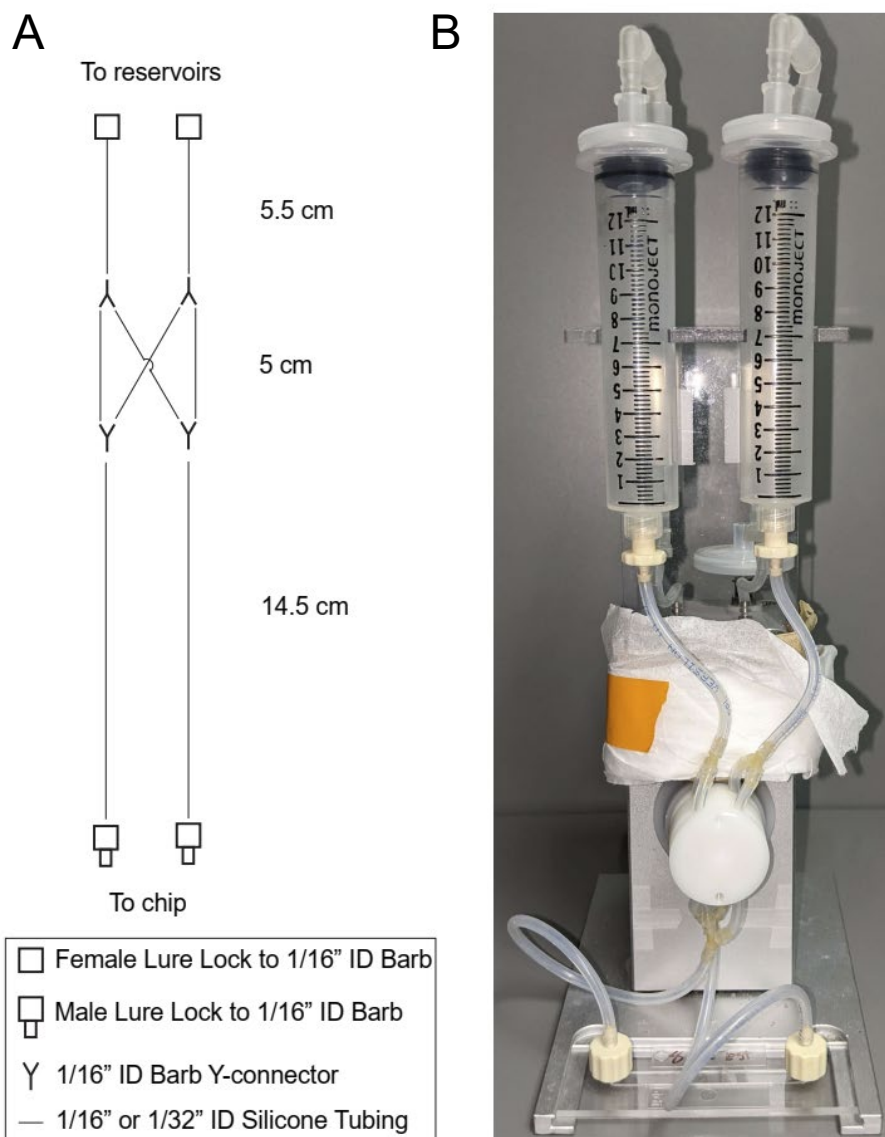

Figure S2 Microfluidic device setup. A) Diagram of tubing lengths and components utilized to operate the pump. B) Picture of a fully assembled pump with chip and reservoirs.

rBMEC

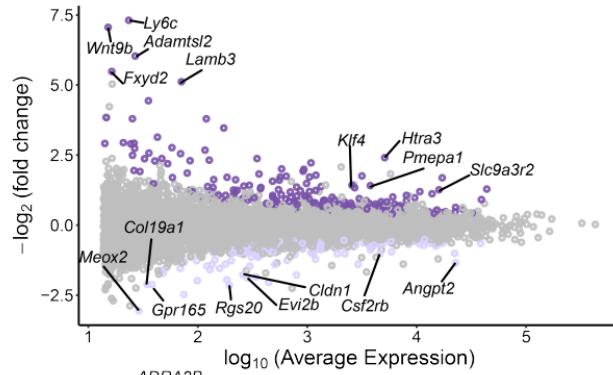

hEC

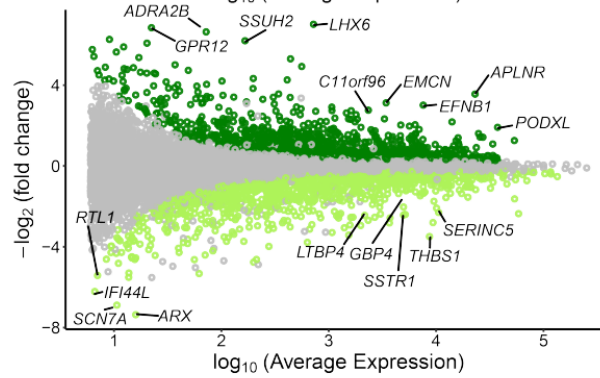

hCEC

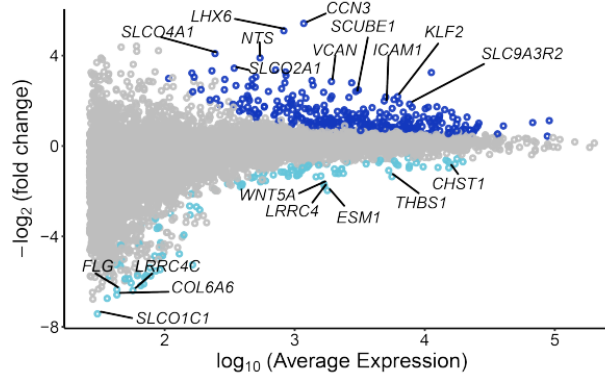

hBMEC-like

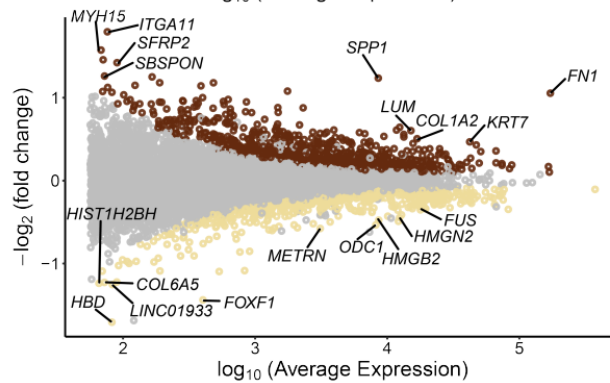

Figure S3 Minus Average (MA) plots for each of the models. Labeled genes are the same as those marked on the volcano plots in Figure 2D and are the 5 genes with the smallest p_{adj} and the 5 genes with the highest fold change.

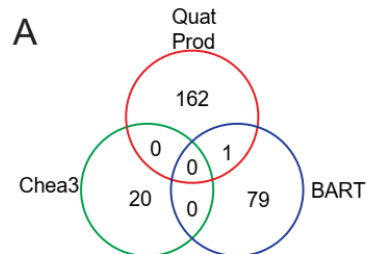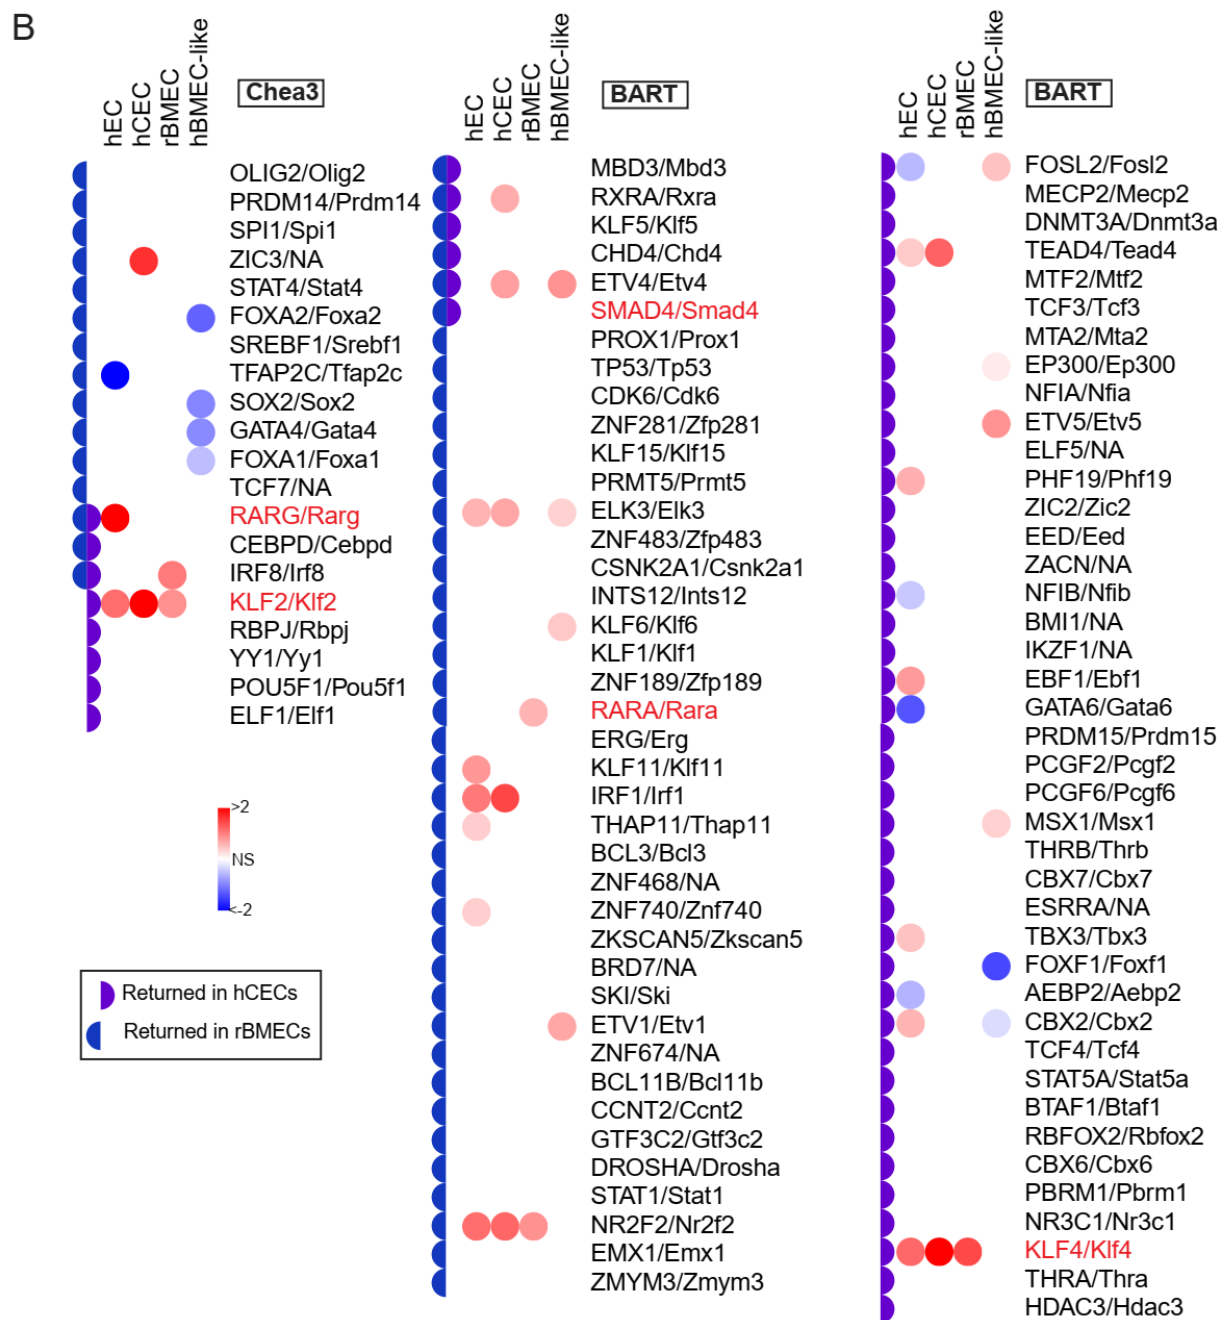

Figure S4 Transcription factor analysis. A) Venn diagram comparing suggested upstream transcriptional regulators returned by the three methods utilized. Results include only those hits with $\text{TPM} > 1$, statistical significance, and that are present in either hCECs or rBMECs, but not hECs. B) Lists of all suggested upstream transcriptional regulators by either Chea3 or BART with an average $\text{TPM} > 1$ and FDR/Irwin-Hall p value < 0.05 . All hits shown were selected due to presence in either rBMECs or hCECs. Red to blue colored dots represent $\log_2(\text{fold change})$ as reported by DESeq2. Non-statistically significant results were colored white.

How the deposited data were processed for this re-analysis (not part of the article)

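RNA-sequencing counts of 26 cultures were used, those of hECs, hCECs and hBMEC-like cells with 3 high-shear and 3 low-shear libraries each and of rBMECs with 4 and 4. The authors, as the paper describes, aligned the reads with STAR 2.7.9a, to hg38 for human and rn7 for rat cells, and counted reads per gene with featureCounts 2.0.3, whereas the sample labels name hg38 for all libraries. The deposited values are whole-number counts per gene, without normalization, over 43388 human and 33294 rat genes, and 6 and 5 lines that name no gene were left out. No library was a duplicate of another, and all were used. Gene coordinates are those of GRCh38 in GENCODE release 44.

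In each model, high shear was compared with low shear by edgeR 4.0.16 in R 4.3.3, with the quasi-likelihood F test, TMM normalization, the filter filterByExpr at its defaults (a minimum count of 10 and a total of 15) and the replicate number as a block. The p-values were adjusted by the method of Benjamini and Hochberg over the genes kept, a gene was called at an adjusted p under 0.05, and the standard error of a log2 fold change was its absolute value divided by the square root of F. DESeq2 1.42.0 with the same block was run beside it, and adjusted p-values are from edgeR unless DESeq2 is named. Differences between models were tested by edgeR as interactions of shear and model in joint fits with each model's replicates as blocks, and genes of rat and human were matched by symbol. Shares of variance were computed from sums of squares of log2(CPM + 1). The numbers of genes called in 2 models were set beside those that chance gives when the calls are independent.

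Lists of genes were written from general knowledge for 45 groups, among them genes of the shear response, the BBB, signaling pathways, the cell cycle, cholesterol synthesis, the matrix, the cytoskeleton and ribosomal proteins. A list was tested with fry and camera of limma 3.58.1, adjusted over the lists of a model. The test fry asks whether the genes of a list move, on balance, in a single direction, and it does not compare them with other genes, while camera compares them with other genes, with a preset correlation of 0.01 or one estimated from the data. With the estimated correlation no list passed camera within a model, so each call of a list within a model rests on fry and on the counts of its members. Counts given as adjusted over the list alone use p-values adjusted over the members of the list only.

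The genes named in the text are, per model, the 8 with the largest and the 8 with the smallest log2 fold change among called genes that changed in the same direction in every pair and had a mean of at least 5 CPM, the 4 with the smallest p in each direction, every gene that the paper names or labels in Figure 2D or marks in Figure 6A, and up to 4 members of a list with the smallest p, and from these the text names a part. Outside this rule, and after their values were seen, the list members *ACVRL1*, *CCL2*, *CNN1*, *DKK1*, *EPCAM*, *F3*, *FABP3*, *FLT1*, *GJA5*, *ID2*, *SLC38A5*, *SLCO2B1*, *TFRC*, *TGFBR2*, *THBD* and *VEGFA* and, of no list, *CDH11*, *DYSF*, *SLC16A14*, *SLC25A3* and *SLC25A5* were named as well, so these show examples and not how often such changes occur. A gene that the rule chose in a model is also given in other models for comparison. The tests, the alternatives, the lists and this rule were set before the data were examined, apart from those marked otherwise, but the figures of the paper had been seen, so genes chosen from them are not independent of its results.

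The procedure was tested on simulated data in which 200 genes, drawn only from those above a set mean count, were changed in counts with the spread per gene estimated in each model. These counts varied independently around the mean of each pair. Libraries that stand apart as a whole, as in hCECs and rBMECs, were not simulated, so recovery in the real data may be lower. Of the genes changed by 2-fold, it recovered 88.1% in hECs, 56.7% in hCECs, 79.1% in rBMECs and 94.0% in hBMEC-like cells, and 22 of 187, 6 of 123, 19 of 157 and 4 of 189 calls were of genes that had not been changed, so in hECs and rBMECs the share of false calls exceeded the threshold of 0.05. For the difference between hCECs and hECs, it recovered 58.2%, with 2 of 112 calls of unchanged genes. The pairing by replicate number, which the paper states, was checked by correlating high- and low-shear libraries across genes after removal of the group means. Libraries of the same number matched best except for hCEC replicate 2 (r of 0.0501, against 0.0730 for another number) and rBMEC replicate 4 (0.0970 against 0.320).

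Each result was computed again with other normalizations, without the filter on low counts, without the block, with DESeq2 and without each replicate. Upstream regulators, gene ontology terms and gene set enrichment were not analysed here, since they rest on outside databases, and neither was the comparison with mouse cells.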

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

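The tests of an exchanged shear label and of background reads as the source of the distance on the leading component in hCECs, and those of fibroblasts, of a lower share of endothelial cells and of an exchanged label in rBMECs, and the places over known shear genes, were chosen after the result was seen. So was the requirement that a value lie beyond its bound by more than its spread: by the bounds alone, another cell type and an exchanged label in hCECs would count as excluded, and an exchanged label in rBMECs as fitting.

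Low-shear replicate 2 of the hCECs stood apart from the other libraries of that model: of 18836 genes without a count in the 5 others, 66.1% had at least 1 count in it, at 9.19 counts per kb, a rate that amounts to 12.8% of its counts. Background reads over the whole genome may lower the number of calls, since taking this rate out of the library raised the called genes from 484 to 744 (461 higher and 283 lower, with 462 of the earlier calls kept, and 736, 741 and 749 in 3 other forms of the test). The library's distance on the leading component was 4.16 times that of the next library afterwards and 4.54 times before. A single rate per kb is thus not the source of that distance. Over the genes without a count in the 5 others, though, counts went with length only at a Spearman's rho of 0.421. Uneven background would remain after this step, so background as the source of the distance stays open. An exchange of labels with high-shear replicate 2 is excluded, since that library had a median place of 0.896 (quartiles 0.648 and 1.16) on a scale from the low-shear (0) to the high-shear (1) libraries. A wrong label of this library alone stays open, with a median place of 0.231 over 2155 genes called from the other replicates but quartiles of −0.60 and 1.10 (0.0978 over genes that rose, 0.332 over those that fell, 0.422 over changes above 1 and 1.03 over those above 2 on the log2 scale), but known shear genes place it at low shear, with medians of −0.0073 (quartiles −0.33 and 0.24) over 17 shear-induced genes and 0.112 (−0.20 and 0.39) over 14 targets of KLF2 and KLF4, though 0.30 (−0.42 and 0.93) over 10 shear-repressed genes. The list of KLF2 and KLF4 targets includes both factors and shares members with the shear-induced list, so their places are not independent. *KLF2*, *SLC6A6* and *LSR*, called with this library included, were at 95.3, 15.2 and 20.6 CPM in it, against at least 399, 50.5 and 55.8 CPM at high shear. RNA from another cell type stays open too, since 4% of 25 markers silent elsewhere, with an exact 95% interval from 0.101% to 20.4%, lay above the 95th percentile of silent genes (16%, 16% and 25% in the other forms). The design names no biological difference for this library, so no biological explanation was tested.

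Cytosolic ribosomal protein genes, which the paper does not discuss, fell in hBMEC-like cells in 33 of 34 cases (34 by DESeq2 and 0 without the replicate block), with a median log2 fold change of −0.23, while in hECs 2 of 34 fell (11 by DESeq2, median −0.25), in rBMECs 0 of 33 by edgeR or DESeq2 (21 at an unadjusted p under 0.05, median −0.33) and in hCECs 0 of 34 by either tool (0 at an unadjusted p under 0.05, median 0.058). These genes are short, and in hBMEC-like cells log2 fold changes rose with gene length (Spearman's rho across genes 0.153, against 0.00935 in hECs, −0.061 in hCECs and 0.102 in rBMECs), with medians of −0.071, −0.020, −0.0038, 0.013 and 0.037 from the shortest to the longest of 5 groups and 374 genes called lower among the shortest against 154 among the longest. After an offset per library for that trend, which brought rho to −0.010, 25 of the 34 were still lower, with a median of −0.13 (SD 0.067, and 0.052 before), so the trend over length is not the whole cause. Scaling of the libraries stays open, since library size alone, with 34 lower, moved the median of all genes only from −0.0041 to −0.016, too little to test it. Reads shared with the pseudogenes of these genes were not tested.

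High-shear replicate 1 of the rBMECs lay farthest out on the leading component. Fibroblasts in that library alone are excluded, since its mean of 8 fibroblast markers, 4.58 on the log2(CPM + 1) scale, minus that of the highest other library, low-shear replicate 1 of the same isolation at 5.11, was −0.530, although both lay above the 6 others (2.63 to 3.49). An exchange with low-shear replicate 1 is excluded as well, since that library had a median place of 0.0641 (quartiles −0.13 and 0.25) between low (0) and high (1) shear. A lower share of endothelial cells stays open, since 25 pan-endothelial genes differed from the other high-shear libraries by a median of −1.01 with an SD of 0.748, from −0.21 for *Cdh5* to −2.76 for *Cldn5*, and so does a wrong label of this library alone, with a median place of 0.321 over 190 genes called from the other replicates but quartiles of −0.32 and 0.88 (0.158 over the 153 genes that rose and 1.06 over the 37 that fell). Against a wrong label, *Ly6c*, *Wfdc1* and *Slc6a6* were at 1.93, 63.6 and 128 CPM in this library and at most 0.036, 24.9 and 74.8 CPM in each low-shear library, the 14 genes of Figure 6A marked higher were higher in all 4 pairs, and 5 shear-induced genes had a median place of 0.817, but these had quartiles of 0.158 and 0.837 (and 4 targets of KLF2 and KLF4 a median of 0.488), and the others were picked with this library included. A difference between the isolations stays open too, as untested.

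The libraries of a model were split in every possible way into groups of the same sizes, and the real split was set beside the splits that also part every pair, a limit set after the counts were seen (of all 32 fitted splits of rBMECs, 1 was as large, the real one). These number 8 in rBMECs (17 genes in the real split, at most 1 in the others), and 4 each in hECs (2494 genes, at most 0), hCECs (484, at most 0) and hBMEC-like cells (2463, at most 0), which is too few for a share under 0.05. The splits that part fewer pairs gave at most 1 called gene in rBMECs, 0 in hECs and hCECs and 4 in hBMEC-like cells, and 3 further splits of rBMECs could not be fitted. For fits of only 2 models, the counts of genes that differed as large as the real one came from 1 of 35 splits between rBMECs and hECs (524 genes, at most 8 in the others) and 1 of 35 between rBMECs and hCECs (201, at most 1), a share under 0.05. Every other split mixed pairs of both models within a group, so low counts there were likely, and these fits are not the joint fit. The splits thus cannot decide whether chance gave the counts of these 2 pairs of models. The splits were again too few between hCECs and hECs (125 genes, at most 0), hBMEC-like cells and hECs (2439, at most 0) and hBMEC-like cells and hCECs (819, at most 0).

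The shear response differed between models in 351 genes for hCECs against hECs, 597 for hBMEC-like cells against hECs, 822 for hBMEC-like cells against hCECs, 662 for rBMECs against hECs and 692 for rBMECs against hCECs, by the interaction test. Gene lists on opposite sides of 0 in the models compared, with a difference that passed both fry and camera with an estimated correlation, are the following. Between hCECs and hECs these were TGFβ and SMAD target genes (median difference 0.94), TGFβ pathway components (0.36) and the extracellular matrix (0.41). Between hBMEC-like cells and hECs they were shear-repressed genes (1.90), YAP/TAZ targets (1.15), receptor-mediated transport (0.60), mitosis (−1.58), TGFβ and SMAD target genes (0.84), TGFβ pathway components (0.31), the extracellular matrix (0.81) and smooth muscle markers (1.16). Between rBMECs and hECs they were TGFβ and SMAD target genes (1.20), the extracellular matrix (0.83) and smooth muscle markers (1.41).

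Signals in gene groups that the paper does not discuss were lower YAP/TAZ targets (9), lower Notch and arterial genes (11), higher genes of cholesterol synthesis (18) and lower genes of the extracellular matrix (18) in hECs, higher genes of cholesterol synthesis in hCECs (18), and in hBMEC-like cells higher genes of cholesterol synthesis (22), the extracellular matrix (16) and the cytoskeleton (21) and lower ribosomal protein genes (33).

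In 114 groups of 4 rBMEC libraries, a single library lay far from the other 3 in 11: *Abcc1* (ratio of the gap to the range 0.888), *Depdc7* (0.906), *Fbln2* (0.947), *Ly6c* (1) and *Megf6* (0.832) at low shear, and *Atic* (0.852), *Bmp4* (0.870), *Csf2rb* (0.924), *Fbln2* (0.954), *Pecam1* (0.854) and *Rgs20* (0.929) at high shear. Chance gives about 1 in 20 for independent values with a normal spread. These groups come from the same libraries, so whether 11 is an excess cannot be told. *Ly6c* averaged only 0.0091 CPM at low shear, so its ratio rests on very few counts.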

How the results depend on the processing

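The alternatives with robust dispersion estimates, with edgeR's bias-adjusted test, with limma-voom, with an offset for gene length and without the libraries that stand apart were chosen after the data were seen. No result changed direction among those called, and of the counts and shares under alternatives, 136 stayed within 1.5 times of the value first computed, or for shares of variance within their SD over left-out replicates, and 94 moved beyond, while among genes and lists 5757 values were unchanged in call, 105 gained and 217 lost the call and 621 moved. Where no reason is given, the cause was not tested.

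Without the replicate block the genes higher, lower and changed by over 2-fold were 724, 571 and 613 in hECs, 174, 87 and 163 in hCECs and 7, 0 and 2 in hBMEC-like cells, and 8 changed by over 2-fold in rBMECs. It gave 92 genes that differed between hCECs and hECs, 258 between hBMEC-like cells and hECs, 136 between hBMEC-like cells and hCECs, 330 between rBMECs and hECs and 260 between rBMECs and hCECs, and the shared calls were 154 for hCECs and hECs, 0 for hBMEC-like cells and hECs, 1 for hBMEC-like cells and hCECs and 3 for rBMECs and hCECs. Without the filter on low counts, the genes higher and lower were 175 and 92 in hCECs and 65 and 42 in rBMECs. Of the rBMEC genes, 74 changed by over 2-fold. With library size alone, 325 genes were lower in hCECs, where the share of higher genes among those called was 53.2% against 63.0% with TMM, and 536 genes differed between hCECs and hECs and 994 between hBMEC-like cells and hECs. DESeq2 gave 110 lower genes in hCECs, 193 higher, 119 lower and 134 changed by over 2-fold in rBMECs and 836, 566 and 29 in hBMEC-like cells. It gave 1205 genes that differed between hCECs and hECs, 1450 between hBMEC-like cells and hECs, 1337 between hBMEC-like cells and hCECs, 1385 between rBMECs and hECs and 1380 between rBMECs and hCECs, and 67 and 33 shared calls of rBMECs with hECs and hCECs. The bias-adjusted test gave 287 lower genes in hCECs, limma-voom 347 lower genes in hCECs and 19 higher genes in rBMECs, and the offset for gene length 303 lower genes in hCECs and, in rBMECs, 22 higher and 28 changed by over 2-fold. Leaving out only low-shear replicate 2, without the block, hCECs had 706 higher, 579 lower and 512 changed by over 2-fold, and leaving out only high-shear replicate 1, rBMECs had 66, 11 and 46.

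With the pair of each replicate left out in turn, the genes higher ranged from 427 to 1295, lower from 392 to 1222 and changed by over 2-fold from 523 to 1068 in hECs, where the lowest counts were without replicate 1. The ranges were 213 to 1168, 127 to 993 and 270 to 734 in hCECs, where the highest were without replicate 2 and all 484 calls were kept. They were 0 to 153, 0 to 37 and 0 to 94 in rBMECs, where the counts of 0 by edgeR were without replicates 2, 3 and 4 (1070, 786 and 957 genes at an unadjusted p under 0.05), and 794 to 1141, 636 to 899 and 63 to 91 in hBMEC-like cells. Genes that differed ranged from 129 to 1098 between hCECs and hECs, 21 to 124 between hBMEC-like cells and hECs, 367 to 639 between hBMEC-like cells and hCECs, 255 to 547 between rBMECs and hECs and 489 to 886 between rBMECs and hCECs. The lowest of these counts were without replicate 1 for the 3 pairs of human models, without replicate 3 for rBMECs and hECs and without replicate 2 for rBMECs and hCECs, and the count of 1098 was without replicate 2. The share of variance explained by shear ranged from 55.2% to 64.5% in hECs, 35.9% to 64.1% in hCECs, 18.6% to 28.6% in rBMECs and 33.5% to 47.6% in hBMEC-like cells. Each range lies above the share over all libraries, since a single comparison takes up more of the variance when libraries are fewer. Over the 500 most variable genes the share explained by shear was 59.7% in hECs, and the share explained by the model was 97.4% over all models and 95.5% over the human models, against 75.0% and 54.8% with each gene scaled to unit variance.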

Differences from the paper's values

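Among the values below, no test was chosen after the result was seen. The counts are compared at the paper's threshold, an adjusted p under 0.05, where the paper used DESeq2.

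In hCECs the paper's count of lower genes is 110 and that of edgeR 179. Of the alternatives set before the data were examined, it falls within 1.5 times of the paper's without the filter on low counts (92), without the block (87), with DESeq2 (110) and without replicate 1 (127), and it does not with RLE normalization (174), with library size alone (325), without replicate 2 (993) or without replicate 3 (190). In rBMECs the paper's counts are 193 higher and 119 lower genes, and those of edgeR are 12 and 5. The higher genes come within 1.5 times with DESeq2 (193) and without replicate 1 (153), and not with RLE normalization (17), library size alone (11), no filter (65), no block (8) or without replicates 2, 3 and 4 (0 each by edgeR, with 1070, 786 and 957 genes at an unadjusted p under 0.05). The lower genes do so with DESeq2 (119), and not with RLE normalization (6), library size alone (6), no filter (42), no block (4), without replicate 1 (37) or without replicates 2, 3 and 4 (0 each). For changes over 2-fold in rBMECs the paper's counts are 92 higher and 42 lower, and those of edgeR are 12 and 5. The higher ones come within 1.5 times with DESeq2 (92) and without replicate 1 (77), and not with RLE normalization (17), library size alone (11), no filter (48), no block (5) or without replicates 2, 3 and 4 (0 each), and the lower ones with DESeq2 (42), and not with RLE normalization (6), library size alone (6), no filter (26), no block (3), without replicate 1 (17) or without replicates 2, 3 and 4 (0 each).

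In hBMEC-like cells the paper's counts are 839 higher and 567 lower genes, and those of edgeR are 1349 and 1114. The higher genes come within 1.5 times of the paper's with library size alone (1223), DESeq2 (836) and without replicate 1 (931), 2 (794) or 3 (1141), and not with RLE normalization (1379), no filter (1303) or no block (7). The lower genes do so with DESeq2 (566) and without replicate 1 (721) or 2 (636), and not with RLE normalization (1109), library size alone (1301), no filter (1259), no block (0 by edgeR, with 2201 genes at an unadjusted p under 0.05, and DESeq2 was run with the block only) or without replicate 3 (899). For changes over 2-fold the paper's counts are 18 higher and 11 lower, and those of edgeR are 43 and 38. The higher ones come within 1.5 times with DESeq2 (18), and not with RLE normalization (43), library size alone (40), no filter (49), no block (2) or without replicate 1 (33), 2 (46) or 3 (53), and the lower ones with DESeq2 (11), and not with RLE normalization (38), library size alone (41), no filter (48), no block (0) or without replicate 1 (30), 2 (23) or 3 (38). Of the genes of Figure 6A that the paper counts as higher in rBMECs, the paper's number is 14 and edgeR called 3. The count comes within 1.5 times with DESeq2 (14), no filter (11) and without replicate 1 (12), and not with RLE normalization (4), library size alone (3), no block (2) or without replicates 2, 3 and 4 (0 each).

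The paper states that *PLVAP* increased in hECs, hCECs and rBMECs. In edgeR its log2 fold change was 0.071 in hECs (adjusted p = 0.66), 1.07 in hCECs (adjusted p = 0.078) and, for *Plvap*, 2.35 in rBMECs (adjusted p = 0.10), where DESeq2, library size alone and leaving out replicate 2 call it in hCECs and DESeq2 and no filter in rBMECs. In hECs, DESeq2, the tool of the paper, did not call *PLVAP* either (log2 fold change 0.067, adjusted p = 0.76). It states that *CAV1* decreased in hCECs, where the log2 fold change was -0.91 (adjusted p = 0.066), called by DESeq2, with library size alone and without replicate 2. It states that *Slc2a1* and *Lsr* increased in rBMECs, where the log2 fold changes were 1.68 (adjusted p = 0.059) and 0.99 (adjusted p = 0.17), both called by DESeq2, without the filter and without replicate 1, and in hCECs *SLC2A1* and *LSR* did rise. It states that *SLC6A6* changed alike in all models, where *Slc6a6* in rBMECs had 1.74 (adjusted p = 0.052), called by DESeq2, with RLE normalization, without the filter and without replicate 1. It states that *St6galnac2* decreased in rBMECs, where the log2 fold change was -1.47 (adjusted p = 0.16), called by DESeq2 and without the filter. It states that DNA replication was upregulated in hCECs by its own gene set test, where the median of the list used here was -0.0061 and no member was called by edgeR or DESeq2 (0 at an unadjusted p under 0.05), while in hECs 15 members rose. It states that hedgehog signaling decreased in hECs and hCECs, where the lists had medians of -0.040 and -0.21 and did not pass fry. In Figure 2B the hCEC library that stands apart is drawn as a high-shear sample, while the deposited counts give it as low-shear replicate 2.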

Other observations

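No test below was chosen after the result was seen, apart from the choice of the gene groups to describe.

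Most genes of cholesterol synthesis and uptake, the targets of SREBP2, were called higher under high shear in each of the 3 human models. In hECs 18 of 24 rose and 0 fell (20 and 0 adjusted over the list alone), including *SQLE*, squalene epoxidase (log2 fold change 0.80, SE 0.090) and *MVK*, mevalonate kinase (0.74, SE 0.097). In hCECs 18 of 24 rose and 0 fell (23 and 0), including *STARD4*, a carrier of cholesterol (1.46, SE 0.12), and *INSIG1*, which retains the SREBP complex (1.31, SE 0.14), and in hBMEC-like cells 22 of 25 rose and 1 fell (23 and 1), including *INSIG1* (0.50, SE 0.052). In rBMECs 0 of 24 rose and 0 fell by edgeR (0 at an unadjusted p under 0.05, 0 by DESeq2). Medians of the list were 0.40, 0.86, 0.094 and 0.26 in hECs, hCECs, rBMECs and hBMEC-like cells, and it did not pass fry in any of them (adjusted p = 0.076, 0.10, 0.76 and 0.063). The response of hCECs was above that of hECs (median difference 0.54, adjusted p = 0.039, adjusted p = 0.20 with an estimated correlation), and it was lower than in hCECs in rBMECs (median difference -0.80, adjusted p = 0.014, adjusted p = 0.25 with an estimated correlation) and hBMEC-like cells (-0.67, adjusted p = 0.035, adjusted p = 0.28 with an estimated correlation). Without replicate 1, 6 genes of cholesterol synthesis rose in hECs and 10 in hCECs, without the filter 5 rose in hCECs, and without the replicate block 9 rose in hCECs and 0 in hBMEC-like cells.

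Genes of the matrix, of contractile fibers and of the YAP/TAZ response, which marks tension on cells, were called lower more often than higher in hECs and the reverse in hBMEC-like cells. Of the genes of the extracellular matrix, 18 of 31 fell and 6 rose in hECs (20 and 7 adjusted over the list alone), with *TNC*, tenascin C, at -2.94 (SE 0.25) and *COL1A2*, a fibrillar collagen, at -1.69 (SE 0.20), while 16 of 30 rose and 2 fell in hBMEC-like cells (17 and 3), with *COL1A2* at 0.51 (SE 0.038). Of the genes of the cytoskeleton and focal adhesions, 12 of 26 fell in hECs (12 adjusted over the list alone), including *CNN1*, calponin (-3.11, SE 0.54), and *MYL9*, a myosin light chain (-1.69, SE 0.18), and 21 of 26 rose in hBMEC-like cells (21 adjusted over the list alone), including *ITGAV*, an integrin (0.42, SE 0.045), and *MYL9* (0.39, SE 0.051). Of the YAP/TAZ targets, 9 of 14 fell and 1 rose in hECs (10 and 1), with *ANKRD1* at -2.36 (SE 0.22), 3 of 14 fell and 0 rose in hCECs (4 and 1), and 6 of 14 rose and 0 fell in hBMEC-like cells (6 and 0), with *ANKRD1* at 0.37 (SE 0.081). The median differences between hBMEC-like cells and hECs had adjusted p-values from fry of 0.0013 for the matrix, 8.9e-04 for YAP/TAZ targets and 0.028 for the cytoskeleton, and with an estimated correlation adjusted p-values of 0.024, 0.0099 and 0.21. Markers of other cell types moved the same way, and a change in the share of such cells was not tested, although the progenitors of hECs were sorted on CD34 or CD31 and the paper saw very few smooth muscle-like cells: in hBMEC-like cells 8 of 12 fibroblast markers rose and 2 fell and 7 of 11 smooth muscle markers rose and 1 fell, with means on the log2(CPM + 1) scale from 5.37 to 5.59 and from 4.11 to 4.28, and in hECs these means went from 3.25 to 2.54 and from 3.46 to 2.91. Arterial and Notch genes fell in hECs in 11 of 18 cases and rose in 0 (12 and 0, median -0.59, adjusted p = 0.15 from fry), including the Notch ligand *DLL4* (-1.17, SE 0.14) and *GJA5*, connexin 40 (-2.35, SE 0.48). Venous and lymphatic genes rose in 5 of 11 cases and fell in 2 in hECs (5 and 2, adjusted p = 0.029, adjusted p = 0.26 with an estimated correlation), and rose in 6 of 12 in hCECs (7, adjusted p = 0.034, adjusted p = 0.30 with an estimated correlation), with the venous transcription factor *NR2F2* at 1.14 in hECs and 1.14 in hCECs. Without replicate 1, 8 genes of the extracellular matrix, 4 of cytoskeleton and focal adhesion and 1 of the Notch and arterial genes fell in hECs, and without the replicate block 3 of the last did, while in hBMEC-like cells 1 gene of the extracellular matrix and 0 of the cytoskeleton and YAP/TAZ lists rose without it.

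The genes of several predicted upstream regulators were themselves measured. The paper inferred these regulators from the genes that changed, and states that transcription factors among them need not change with shear. The levels below therefore do not test its predictions. *EDN1*, the precursor of endothelin 1, fell in hECs, with a log2 fold change of -2.89 (SE 0.36, adjusted p = 0.0023), and had log2 fold changes of -1.19 (adjusted p = 0.18) in hCECs and, for *Edn1*, -0.62 (adjusted p = 0.38) in rBMECs, with an adjusted p of 0.044 in DESeq2. *RARG*, a retinoic acid receptor, rose in hECs by 2.54 (SE 0.14, adjusted p = 1.1e-04), while *RXRA* had 0.25 (adjusted p = 0.066) in hECs and 0.60 (adjusted p = 0.14) in hCECs. *SMAD4* had 0.085 (adjusted p = 0.45) in hECs, and *ATIC*, an enzyme of purine synthesis, 0.020 (adjusted p = 0.93) in hECs and 0.34 (adjusted p = 0.22) in hCECs. In hBMEC-like cells *CTTN*, cortactin, rose by 0.15 (adjusted p = 0.0091) and *BMP4* by 0.24 (adjusted p = 0.0015), and the second was not called without the replicate block (adjusted p = 0.47). In hECs *BMP4* had -0.51 (adjusted p = 0.092).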
